# Comparative Transcriptome Analysis Reveals Mechanisms of Folate Accumulation in Maize Grains

**DOI:** 10.3390/ijms23031708

**Published:** 2022-02-01

**Authors:** Tong Lian, Xuxia Wang, Sha Li, Haiyang Jiang, Chunyi Zhang, Huan Wang, Ling Jiang

**Keywords:** folate accumulation, transcriptome, WGCNA, maize kernel

## Abstract

Previously, the complexity of folate accumulation in the early stages of maize kernel development has been reported, but the mechanisms of folate accumulation are unclear. Two maize inbred lines, DAN3130 and JI63, with different patterns of folate accumulation and different total folate contents in mature kernels were used to investigate the transcriptional regulation of folate metabolism during late stages of kernel formation by comparative transcriptome analysis. The folate accumulation during DAP 24 to mature kernels could be controlled by circumjacent pathways of folate biosynthesis, such as pyruvate metabolism, glutamate metabolism, and serine/glycine metabolism. In addition, the folate variation between these two inbred lines was related to those genes among folate metabolism, such as genes in the pteridine branch, para-aminobenzoate branch, serine/tetrahydrofolate (THF)/5-methyltetrahydrofolate cycle, and the conversion of THF monoglutamate to THF polyglutamate. The findings provided insight into folate accumulation mechanisms during maize kernel formation to promote folate biofortification.

## 1. Introduction

Folate, a water-soluble vitamin B9, acts as the one-carbon acceptor and donor involved in the biosynthesis of amino acids, nucleic acids, proteins, and lipids [1]. In plants, folate can be synthesized de novo, which makes plants serve as a good folate source for humans. However, folate contents in edible parts of crops, such as maize (*Zea mays*), rice (*Oryza sativa*), and potato (*Solanum tuberosum*), are at low levels compared with green vegetables [2,3,4]. Folate deficiency increases the risk of neural tube defects and always is a global public health issue [5,6]. Folate biofortification by metabolic engineering of crops, e.g., maize, rice, potato, tomato (*Solanum lycopersicum*) and wheat (*Triticum aestivum*), have been investigated to obtain folate-enriched food to alleviate this problem [2]. In plants, the connection between folate metabolism and other metabolites has been explored to understand the mechanism of folate accumulation. Most vitamins have the same upstream precursors from the pentose and triose pool, which produce chorismate for the biosynthesis of tocochromanols, phylloquinone, and folates, and ribose 5-P for the biosynthesis of thiamine, riboflavin, and folates [7,8,9,10,11]. Furthermore, glutamine and glutamate, which are involved in a set of reactions within the specific and shared biosynthetic pathways of B vitamins and purine, connects to thiamine, riboflavin, and folates [10]. In addition, the dysfunctions of folate metabolism impact the balance of NADPH/NADP ratio, nitrogen metabolism, and photorespiration in plants [12,13,14,15,16,17]. These complexities indicate that plant folate accumulation in plants could be affected by multiple elements and environmental cues.

The folate biosynthesis pathway has been well described in plants [18]. The upstream precursors for folate mainly come from carbohydrate metabolism, which provides erythrose-P and phosphoenolpyruvate for chorismate synthesis, and ribose 5-P for GTP synthesis [10,11]. Chorismate can be converted to para-aminobenzoate (ρ-ABA) by aminodeoxychorismate synthase (ADCS) and aminodeoxychorismate lyase (ADCL) in plastids. Moreover, GTP can be converted to 6-hydroxymethyldihydropterin (HMDHP) by GTP cyclohydrolase I (GCHI) and dihydroneopterin aldolase (DHNA) in the cytosol. Subsequently, the HMDHP and ρ-ABA are assembled into dihydrofolate (DHF) by HMDHP pyrophosphokinase/dihydropteroate synthase (HPPK/DHPS) and dihydrofolate synthetase (DHFS) in the mitochondrion. Later, bifunctional dihydrofolate reductase-thymidylate synthase (DHFR-TS, DRTS) catalyzes the DHF to tetrahydrofolate (THF). Then, THF can be polyglutamylated through folylpolyglutamate synthetase (FPGS). Afterwards, the glutamate tail can be removed by γ-glutamyl hydrolase (GGH) [19]. In one-carbon metabolism, one-carbon units, which derive from polyglutamylated THF, can be generated directly within the conversion of THF and serine to glycine and 5,10-methylene-THF (5,10-CH=THF) by serine hydroxymethyltransferase (SHMT) and glycine cleavage system (GCS). Later, the conversion among different folate derivatives responsible for the biosynthesis of purine, thymidylate (dTMP), and methionine by dehydrogenase/5,10-CH=THF cyclohydrolase (DHC), 10-formyl THF deformylase (10-FDF), 10-formyltetrahydrofolate synthetase (FTHS), methylenetetrahydrofolate reductase (MTHFR), methionine synthesis (MS), and 5-formyl THF cycloligase (5-FCL) [20,21]. In plants, several folate biosynthetic genes are developmentally regulated. For example, leaves, roots, and stems express the HPPK-DHPS enzyme during seedling development in pea (*Pisum sativum*) [22]. In tomatoes, *GCHI* transcript and protein level are expressed strongly in unripe fruit but not ripe fruit. The *ADCS* and *ADCL* transcript levels in mature green fruits were approximately 10% in leaves; then, they decreased to nothing after the breaker stage [23,24]. Otherwise, some others are subject to feedforward control by pathway intermediates [25]. For instance, both plant ADCS and DHPS are inhibited by the downstream products DHP and DHF in vitro [9,26] and overexpressing exogenous *GCHI* and *ADCS* in tomato fruit; the transcription levels of the respective objective genes do not change, whereas those of the downstream genes *ADCL*, *DHNA,* and mitochondrial *FPGS* are increased [25]. Indeed, the transcript expression levels of several folate biosynthesis genes were associated with the folate contents, such as *GGH1* in potato [27] as well as *GCHI* and the *ADCS* enzyme in *pak choi* [28]. Nevertheless, the transcriptional regulation of plant folate metabolism still needs more exploration.

Maize is a significant source of food, feed, and industrial products [29]. The complexity of folate accumulation in the early stages of maize kernel development has been reported, but mechanisms of folate accumulation have not been well revealed [30]. In this study, transcriptional levels of the folate-related genes in low- and high folate maize inbred lines during the late stages of kernel formation were investigated by RNA-seq analysis. Comparative transcriptome analysis and weighted gene co-expression network analysis (WGCNA) were performed to reveal how folates accumulate in maize kernel. The results showed that folate accumulation during the late stages of kernel development might be mostly related to pyruvate metabolism, glutamate metabolism, and serine/lysine metabolism. Additionally, the variation of folate concentration between different inbred lines may be relevant to those genes belonging to the pteridine branch, ρ-ABA branch, serine/THF/5-methyltetrahydrofolate (5-M-THF) cycle, and conversion of monoglutamate THF to polyglutamate THF. The findings provided valuable knowledge of the folate accumulation mechanism during maize kernel formation for further folate biofortification and breeding in the future.

## 2. Results

### 2.1. Folate Metabolic Profiling during Late Developmental Stages of Kernels

Two maize inbred lines DAN3130 and JI63 had a significant difference in total folate content in mature kernels. Four kinds of folate derivatives were detected by liquid chromatography-tandem mass spectroscopy (LC/MS), including 5-M-THF, 5-formyltetrahydrofolate (5-F-THF), 5,10-CH=THF, and THF. At the same harvest stage (mature kernel), the total folate content of DAN3130 was 2.25-fold that of JI63 (0.99 ± 0.02 nmol/g DW versus 0.44 ± 0.02 nmol/g DW), and their differences were attributed to the inbred-specific variation (Figure 1A, Table S1). In contrast, they shared a similar proportion of folate derivatives (5-M-THF, 55% versus 51%; 5-F-THF, 34% versus 36%; 5,10-CH=THF, 6.7% versus 7.5%; THF, 4.2% versus 5.5%) (Figure 1B), indicating that 5-M-THF and 5-F-THF were the major folate derivatives in mature kernels.

To investigate the folate accumulation pattern during the late stage of kernel formation in maize, the immature kernels on the day after pollination (DAP) 24 and DAP 35 were collected for folate analysis. Interestingly, even though DAN3130 had higher levels of folates in mature kernels compared to JI63, its folate contents on DAP 24 and DAP 35 were significantly lower than JI63 (Figure 1A). Considering the patterns of folate accumulation from DAP 24 to DAP 35, both inbred lines had a similar accumulation pattern. The level of 5-F-THF was stable, but 5-M-THF decreased significantly (Figure 1A). Whereas from DAP 35 to mature kernels, in DAN3130, the levels of 5-F-THF sharply increased while 5-M-THF was unchanged, resulting as the increase in total folates to 0.99 ± 0.05 nmol/g. In JI63, levels of 5-M-THF decreased significantly, and 5-F-THF was stable, resulting as the decrease in total folate to 0.44 ± 0.02 nmol/g (Figure 1A). From DAP 24 to mature kernels, the proportion of THF and 5-F-THF increased significantly while 5-M-THF decreased in both lines (Figure 1B). Then, the dynamic patterns of folate derivatives from DAP 24 to mature kernel were regarded as the development-specific variation. Thus, the development-specific variation and inbred-specific variation were further analyzed by using comparative transcriptomes to investigate the critical roles associated with folate accumulation during kernel formation.

### 2.2. Transcriptome Profiling of DAN3130 and JI63 during Kernel Development by RNA-Seq

DAN3130 and JI63 inbred lines were grown in Langfang, China. The fresh kernel samples of each inbred line were collected on DAP 24 and DAP 35, respectively, and then frozen in liquid nitrogen immediately. Mature kernel samples were harvested after all the plants turned yellow. Three biological replicates of each sample were collected, and total RNA with high quality was pooled and sent for sequencing. Total RNA of high quality was pooled for transcriptome analysis, and raw RNA-seq data of DAP 24, DAP35, and mature kernels for both two inbred lines were obtained (Table S2). 

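The deposited expression table holds 18 columns, 3 libraries for each of 6 groups: kernels of DAN3130 and of JI63 on DAP 24, on DAP 35 and at maturity. Its values are the authors' DESeq-normalized counts per assembled locus. Their methods give alignment to the B73 genome with HISAT2 and counting with HTSeq. Each column's values are whole multiples of a single step, within 0.1% of the value, so the read counts could be recovered from the column itself. How the pooling of RNA relates to the 3 replicates is not stated in the sources used here.
Reads counted in loci ran from 9428728 (DAN3130 mature kernel, replicate 34) to 133264978 (JI63 DAP 35, replicate 26). The mature libraries of JI63 held 19237248 to 21412278 reads. After normalization, the column totals averaged 23856776 on DAP 24 in DAN3130, but 34283086 in mature kernels of DAN3130 and 48013367 in those of JI63. The 100 loci of highest count took 22.0% of the counts on DAP 24 in DAN3130 and 46.1% in mature kernels of JI63. A scale that sets totals equal therefore reads mature kernels differently from the deposited one.
A locus was tested when its mean over the 18 libraries was above 10, and limma with a mean-variance trend was fitted to log2 of the normalized count plus 1, with 6 groups. A DEG below is a locus with at least a 2-fold change and an unadjusted p under 0.05, which are the authors' limits. A single gene is called higher or lower when its Benjamini-Hochberg adjusted p is under 0.05. Values for groups are means ± SD of 3 libraries. The alternatives are other settings and fits without 1 library.

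**Figure D1:**
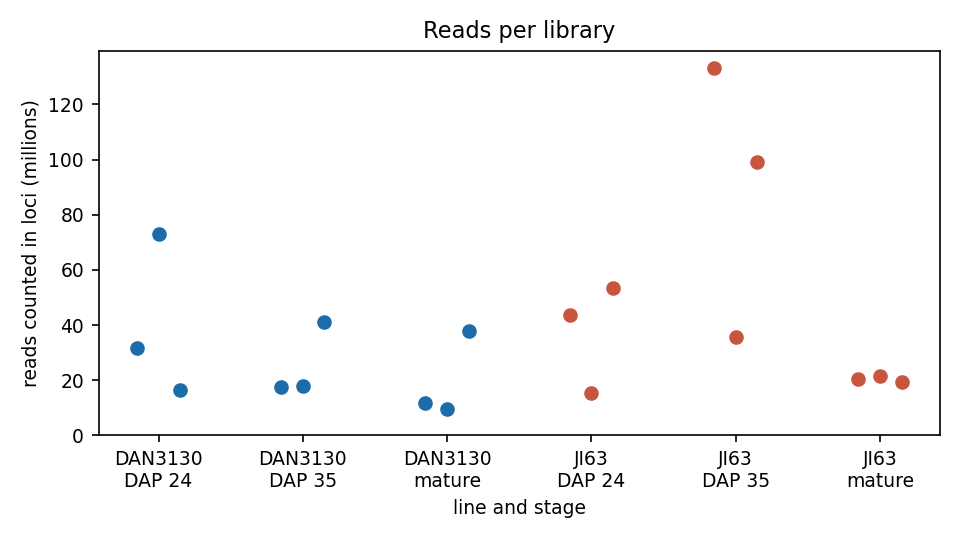
Reads counted in loci for each of the 18 libraries (points, n = 3 per group), grouped by line and stage, the smallest holds 9428728 and the largest 133264978.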

All reads were aligned to the B73 genome, and most of the reads matched the maize genome with a unique location. The quality and accuracy of the sequencing data were sufficient for further analysis. All assembled transcripts were compared to genes in the NCBI non-redundant nucleotide (nt) database using BLASTn, and 50,810 unigenes with similarity to known genes were annotated. Then, those unannotated unigenes were searched against the Swiss-Prot and NCBI non-redundant protein (nr) databases using Trinoate with an E-value cutoff of 1 × 10^−3^. Among the remaining 33,590 unigenes, 19,485 were annotated to known genes/proteins, and 14,105 were identified as non-protein-coding genes (Figure 2).

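Of the 77704 loci in the deposited table, 57187 have a count above 0 in at least 1 library. A B73 gene identifier is attached to 40171 loci and none to 37533, and 1220 loci join more than 1 gene. The table also holds 26258 separate intron entries, which were kept out of the gene counts. After the filter on the mean, 22647 loci with a gene identifier and 6544 without remained, and 3520 of them carry a gene name in the file. Loci without an identifier took 6.69% of the counts in mature kernels of DAN3130 and 2.67% in those of JI63, against 2.83% and 3.62% on DAP 24 (means of 3 libraries). The count of a locus that joins genes cannot be divided among them, because each locus has a single value per library. The alignment settings the authors give are also not strand specific.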

### 2.3. Screening of Differentially Expressed Genes (DEGs) in the Development-Specific Variation

To figure out the relationship between the folate accumulation and other metabolism pathways in maize, comparisons between transcriptomes of DAN3130 and JI63 were performed, and seven different comparisons were analyzed: for the development-specific variation during development in the same line (I: DAN3130 DAP 24 versus DAN3130 DAP 35, II: JI63 DAP 24 versus JI63 DAP 35, III: DAN3130 DAP 35 versus DAN3130 mature kernels, IV: JI63 DAP 35 versus JI63 mature kernels) and for the inbred-specific variation between two lines at the same time point (DAN3130 DAP 24 versus JI63 DAP 24, DAN3130 DAP 35 versus JI63 DAP 35, DAN3130 mature kernels versus JI63 mature kernels).

Since different folate derivatives had different accumulation patterns during late stages of kernel development, the comparisons of DAP 24 versus DAP 35 and DAP 35 versus mature kernels in the same inbred line were analyzed to figure out the transcriptional variation with folate change during kernel development. The results showed that the variation level in gene expression of DAP 35 versus mature kernels was more observable than those in DAP 24 versus DAP 35 (Figure 3A). 

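The first principal component, 38.5% of the variance, sets mature kernels (scores from -372.5 to -225.2) apart from both immature stages (95.97 to 191.1). The second, 28.7%, sets DAN3130 (129.8 to 214.1) apart from JI63 (-220.8 to -140.7). All 18 libraries take part in both separations.
Replicates were closest on DAP 24, with correlations of 0.964 to 0.984 in DAN3130 and 0.965 to 0.968 in JI63. They were farthest apart in mature kernels of DAN3130 (0.763 to 0.827), against 0.913 to 0.914 in mature JI63. The residual SD of log2 counts was 1.97 in mature DAN3130 and 0.613 on DAP 24. A fit that pools the variance over all groups is thus too strict for immature kernels and too lenient for mature DAN3130.

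**Figure D2:**
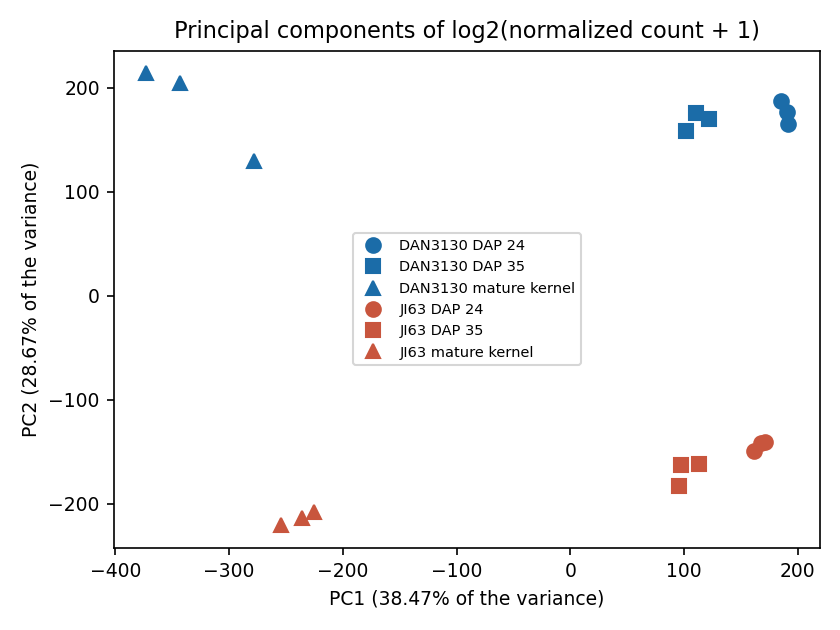
Scores of the 18 libraries (points) on the first (38.5%) and second (28.7%) principal components of log2 normalized counts, colour gives the line and marker the stage, n = 3 per group.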

The numbers of DEGs during DAP 35 to mature kernels (13,542 (III) and 12,575 (IV) DEGs) was much more than DAP 24 to DAP 35 (3,931 (I) and 4,345 (II) DEGs) (Figure 3B), indicating that the variational gene expression of DAP 35 versus mature kernels was more complicated than DAP 24 versus DAP 35. Furthermore, 770 common genes were differentially expressed among the comparisons of I, II, III, and IV (Figure 3C).

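Between DAP 24 and DAP 35, 3376 loci met the authors' limits in DAN3130 (2075 higher, 1301 lower on DAP 35) and 3584 in JI63 (1841 higher, 1743 lower). Between DAP 35 and maturity there were 14139 in DAN3130 (5095 higher, 9044 lower) and 12933 in JI63 (4822 higher, 8111 lower). The majority of higher loci in I hangs on the filter: 61.46% here, 42.57% with a mean above 1 and 39.56% with none. In II it goes from 51.37% to 45.48% with a mean above 1. In DAN3130, chitinase2 rose from 41.0 ± 58.1 to 2562 ± 1472 (log2 fold change 6.82, adjusted p = 0.000422) by DAP 35. In JI63, pathogenesis-related protein3 rose from 171 ± 77.5 to 6739.5 ± 3646 (5.23, adjusted p = 0.00045), and basal endosperm transfer layer9 fell from 5134 ± 194 to 108 ± 65.0 (-5.72, adjusted p = 0.00044). By maturity, AP2-EREBP-transcription factor 133 had risen in DAN3130 from 265 ± 238 to 24625 ± 14928 (6.72, adjusted p = 8.5e-07), and the sugar transporter SWEET4c had gone from 4764 to 0, at least 2580-fold. In JI63, NAC-transcription factor 130 fell from 11099.6 ± 3031 to 11.7 ± 20.3 (-11.67, adjusted p = 1.34e-05).
At an adjusted p under 0.05 in limma, with no limit on the fold, 1912, 2653, 14809 and 13302 loci were called in comparisons I to IV. Log-scale data simulated without any change, with a spread for immature and another for mature libraries, gave 395.7 and 396.9 DEGs on average in I and II but 1857 and 1851 in III and IV. The mature spread was pooled over the lines, which differ in it (residual SD 1.97 in DAN3130, 1.19 in JI63). The likeness of III and IV follows from that pooling. Simulated reads of equal mean, which also let a larger spread lower the mean log, gave 288 in I and 3988 in III, of which 3761 were lower. They too pooled the mature spread over the lines. Leaving out any 1 library kept I at 2851 to 3950 and III at 13136 to 15053. The authors take the larger numbers in III and IV as a more complicated change of expression.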

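At the same limits, 605 loci changed in all 4 comparisons. Of these, 332 were higher at each step in both lines, 123 lower at each step, 74 rose to DAP 35 and then fell in both lines, and the rest mixed directions. Lists of the same lengths drawn independently would share 88.9 on average. The comparisons share the DAP 35 libraries, so a change of those libraries enters more than once. Simulated data without change gave 2.54 common loci on average and 5 at most in 50 runs. Those data held far fewer DEGs in III and IV than the real ones (1857 and 1851 against 14139 and 12933). They therefore cannot show how many of the other common loci the shared libraries add.
Between I and II, 1059 loci were shared, 733 higher in both and 232 lower in both, where independent lists would share 414.5. Between III and IV, 8269 were shared, 2816 higher in both and 5201 lower in both (6264.2 for independent lists). Regrouping each line's 9 libraries into 3 stages in every other way tried gave at most 140 common loci. Leaving out 1 library moved the common count between 476 and 690.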

### 2.4. Gene Ontology (GO) Enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) Analysis of DEGs in Development-Specific Variation

GO and KEGG enrichment analyses were carried out further to study the function of DEGs in development-specific variation. The DEGs of Comparison I and Comparison III enriched in DAN3130 were assigned to 343 and 552 GO terms (*p*-value < 0.05), respectively. For JI63, the total 333 GO terms (*p*-value < 0.05) were observed in Comparison II and 533 GO terms (*p*-value < 0.05) were assigned to Comparison IV. The top 20 GO terms were screened out based on enriched gene numbers (Figure 4). Considering the similar accumulation pattern that occurred from DAP 24 to DAP 35, it is noteworthy that common GO terms such as catalytic activity, hydrolase activity, oxidoreductase activity, metabolic process, response to stimulus, and nitrogen metabolic process were significantly enriched from DAP 24 to DAP 35 in DAN3130 and JI63 (Figure 4A). Since the folate phenotype results showed different accumulation patterns of 5-M-THF and 5-F-THF from DAP 35 to mature kernel, we focused on the specific terms of *N*-methyltransferase activity and acyltransferase activity in JI63 and DAN3130, respectively (Figure 4B).

KEGG enrichment results showed DEGs from Comparison I and Comparison III assigned to 43 and 49 KEGG pathways (*p*-value < 0.05) in DAN3130, respectively. For JI63, a total of 31 and 52 KEGG pathways (*p*-value < 0.05) were identified from Comparison II and Comparison IV, respectively. The top 20 KEGG pathways based on the rich factor among the comparisons were screened out (Figure 5). 

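Pyruvate, orthophosphate dikinase1 fell between DAP 24 and DAP 35 in both lines, from 38986 ± 2101 to 14782 ± 1808 in DAN3130 (log2 fold change -1.40, adjusted p = 0.0137) and from 23300.5 ± 7779 to 6960.1 ± 1351 in JI63 (-1.71, adjusted p = 0.00305). Malic enzyme4 rose in both, from 3902 ± 184 to 8647 ± 1829 (1.13, adjusted p = 0.000673) and from 3931 ± 412 to 11669 ± 1161 (1.57, adjusted p = 6.68e-05).
Among 37 tested loci named for enzymes of pyruvate metabolism, 3 rose and 4 fell in DAN3130, and 4 rose and 4 fell in JI63. Adjusting over the list alone gave 4 and 9, then 6 and 5. Of 14 named for alanine, aspartate and glutamate metabolism, 2 rose and 1 fell in DAN3130, and 4 rose and 2 fell in JI63. Neither list moved as a group in limma's camera test (pyruvate 0.312 and 0.982, glutamate 0.417 and 0.172, adjusted p over 16 lists). Of the 15 one-carbon genes of Table S3, none was called in DAN3130 and 2 rose in JI63, MTHFR1 and SHMT7-1 (5 with adjustment over the list alone). As a group the one-carbon genes were called higher in JI63 (adjusted p = 0.0454, 0.116 with an estimated correlation, 0.0214 to 0.174 over the alternatives, 15 of 33 of which call it) and were not called in DAN3130 (0.32). The difference between the lines was not called (0.385). These lists were built from gene names in the file and are not the pathway sets the authors tested. A list can hold opposing changes that cancel in a test of its mean.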

The common pathways such as biosynthesis of secondary metabolites, nitrogen metabolism, glutamate metabolism and pyruvate metabolism were obviously enriched from DAP 24 to DAP 35, while one-carbon pool by folate pathway was explicitly found in DAN3130 (Figure 5A). 

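Toward maturity, phosphoenolpyruvate carboxykinase1 rose in DAN3130 from 454 ± 368 to 2739.8 ± 343 (log2 fold change 2.88, adjusted p = 2.01e-05) and in JI63 from 181 ± 28.1 to 1175 ± 176 (2.69, adjusted p = 4.35e-05). Asparagine synthetase1 fell from 1638 ± 161 to 272 ± 41.1 (-2.59, adjusted p = 7.64e-09) in DAN3130 and from 1965 ± 233.5 to 588 ± 31.3 (-1.73, adjusted p = 5.2e-07) in JI63. Aspartate kinase homoserine dehydrogenase2, counted in the list of glycine and serine metabolism, fell in DAN3130 (-6.17, adjusted p = 0.000172) and in JI63 (-4.21, adjusted p = 0.00404).
Of the 37 loci of pyruvate metabolism, 5 rose and 24 fell in DAN3130, and 9 rose and 16 fell in JI63. In camera the list fell in DAN3130 (adjusted p = 0.00214, 0.0754 with an estimated correlation, 1.44e-05 to 0.0754 over the alternatives) and was not called in JI63 (0.188, called under 2 of 32 alternatives). Of the 14 loci of glutamate metabolism, 3 rose and 5 fell in DAN3130 (0.973), and 4 rose and 2 fell in JI63 (0.477). Of 5 tested loci of glycine and serine metabolism, 2 fell and none rose in each line (0.157, called under 1 of 32 alternatives, and 0.477), with list means of -2.33 and -1.08. The same 2 loci were called in both lines.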

From DAP 35 to mature kernel, the pathway of glutamate metabolism and pyruvate metabolism were identified again in both lines, while the glycine/serine metabolism pathway, which might be relevant to folate metabolism, was only found on DAN3130 (Figure 5B). Therefore, the folate variation during DAP 24 to mature kernel might be affected by the circumjacent pathways of folate biosynthesis such as pyruvate metabolism, glutamate metabolism, and glycine/serine metabolism, and also, those genes serve a molecular function for methyltransferase activity and acyltransferase activity.

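The paper proposes that changes in pyruvate, glutamate, glycine and serine metabolism may affect folate variation, on the basis of enriched pathways. In the deposited counts, members of all 3 lists do change by maturity, in both directions for pyruvate and glutamate metabolism. In the short list of glycine and serine metabolism, the 2 called loci fell. The paper also ties SHMT and GCS genes to serine and glycine, and these went both ways in DAN3130. SHMT7-1 rose (log2 fold change 1.02, adjusted p = 0.000238, not called in every setting), while SHMT-GLY1, GCSP, GCST, GCSH2 and GCSH3 fell. Of 37 loci of pyruvate metabolism, 10 had a higher change in JI63 than in DAN3130 and 1 a lower change at an adjusted p under 0.05 for the difference between the lines, against 2311 higher and 1721 lower of all 29191 loci. As a group the difference is weak (camera, adjusted p = 0.0489, 0.168 with an estimated correlation, 0.306 with totals set equal, called under 18 of 32 alternatives). No list built here measures flux, and no folate value enters these tests.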

### 2.5. Screening of DEGs in Inbred-Specific Variation

Folate contents varied according to not only the development stages but also genotypes within species. Considering that significant differences in total folate contents were observed at the same harvest time point of these two lines, the comparison between two lines at the same harvest was summarized. A heatmap of DEGs in these comparisons showed that some genes had variational expression between two lines on mature kernels compared to DAP 24 and DAP 35 (Figure 6A). 

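In mature kernels, glossy2 stood at 5.40 ± 9.35 against 14400.2 ± 3448 (DAN3130 against JI63, log2 fold change -12.42, adjusted p = 3.32e-08), and phenylalanine ammonia lyase5 at 4050.5 ± 1797 against 0.811 ± 1.41 (11.30, adjusted p = 5.18e-09). On DAP 24, glutathione-S-transferase1 was higher in DAN3130 (13859 ± 1262 against 124 ± 7.86, 6.79, adjusted p = 3.21e-07). On DAP 24 and DAP 35, succinate dehydrogenase3 was lower in DAN3130 (-8.09 and -8.80). The locus of ZIM-transcription factor 19 had no reads in JI63, so DAN3130 exceeded it at least 779-fold on DAP 24 and at least 1460-fold on DAP 35. This locus and those of phenylalanine ammonia lyase5 and succinate dehydrogenase3 each join 2 genes, so they cannot be assigned to either.
Differences this large between inbreds can come from a missing or diverged copy in the line, because all reads were aligned to B73. These genes were picked by a rule fixed in advance: the 5 largest changes each way among named genes with a mean of at least 100.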

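Between the lines, DAN3130 exceeded JI63 at 3349 loci on DAP 24, 3452 on DAP 35 and 4464 in mature kernels, and fell below it at 4207, 4028 and 6517. With totals set equal the mature counts turn round, 6272 higher and 4928 lower. At an adjusted p under 0.05 in limma, with no limit on the fold, 7244, 6788 and 10837 loci differed. The mature comparison rests on the group with the greatest spread among replicates: a fit of only those 6 libraries gave 6472 DEGs. The same kind of fit gave 9647 on DAP 24 and 8694 on DAP 35, so the ranking of the 3 stages depends on how the variance is pooled. In log-scale data simulated without change, the pooled fit gave 3430 DEGs in mature kernels and 394.4 on DAP 24. Leaving out 1 library gave 6746 to 8171 on DAP 24, 6786 to 8144 on DAP 35, and 10478 to 13184 at maturity.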

A total of 8395, 8193, and 10,608 DEGs on DAP 24, DAP 35, and the mature kernel were identified, respectively, indicating that the variation of transcriptional levels in mature kernels was more complex than in the immature stage between two lines (Figure 6B). In all, 3463 DEGs were commonly regulated between these two inbred lines from the Venn diagram (Figure 6C).

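At the authors' limits, 3210 loci differed between the lines at all 3 stages. DAN3130 was higher at 1282 of them at every stage and lower at 1814, and 114 changed sign. Independent lists of these lengths would share 728.3. The 3 comparisons share no library, and simulated data without change gave 2.68 common loci on average and 8 at most. Exchanging libraries between the lines within each stage in every other way tried gave at most 490. A constant difference between 2 inbreds includes loci whose reads map poorly to B73 in a line, which counts alone cannot separate from lower transcription. Leaving out 1 library kept the number between 2983 and 3444.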

### 2.6. GO Enrichment and KEGG Analysis of DEGs in the Inbred-Specific Variation

Based on the GO results, the DEGs of DAN3130 versus JI63 enrichment were assigned 251 GO terms (*p*-value < 0.05), 225 GO terms (*p*-value < 0.05), and 358 GO terms (*p*-value < 0.05) in DAP 24, DAP 35, and mature kernels, respectively. The top 20 GO terms were screened out based on enriched gene numbers, and the results displayed that the metabolic process was significantly found in all three stages in the biological process. From molecular function, the largest numbers of genes involved in catalytic activity were obviously found in DAP 35 and mature kernels while not in DAP 24 (Figure 7A–C).

The DEGs from DAN3130 versus JI63 on DAP 24, DAP 35, and mature kernels belonged to 36, 28, and 51 pathways (*p*-value < 0.05), respectively. The top 20 KEGG pathways based on rich factor were screened out in Figure 7D–F. Consistent with the KEGG result of development-specific variation, glutamate metabolism and pyruvate metabolism were identified again in inbred-specific variation. 

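Pyruvate decarboxylase3 was lower in DAN3130 on DAP 24 (10342 ± 257 against 31835 ± 3161, log2 fold change -1.62, adjusted p = 4.52e-07) and in mature kernels (14898 ± 2904 against 41499 ± 5523, -1.49, adjusted p = 6.82e-07). Glutamine synthetase1 was lower in DAN3130 at the same stages (126 ± 12.7 against 658 ± 141, -2.36, adjusted p = 9.31e-05, and 329.7 ± 156 against 1353 ± 50.9, -2.17, adjusted p = 0.000152). On DAP 24, 8 of 37 loci of pyruvate metabolism were higher in DAN3130 and 4 lower. On DAP 35 the counts were 4 and 5, in mature kernels 4 and 14. For alanine, aspartate and glutamate metabolism, 1 was higher and 4 lower of 14 on DAP 24, 0 and 3 on DAP 35, 0 and 4 at maturity.
By camera the glutamate list was lower in mature DAN3130 (adjusted p = 0.0313, 0.225 with an estimated correlation, 0.00208 to 0.225 over the alternatives) and was not called on DAP 24 (0.282) or DAP 35 (0.373). The pyruvate list was not called at any stage (0.282, 0.688 and 0.148), and at maturity 2 of 32 alternatives call it (0.00689 to 0.623).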

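Among 15 folate biosynthesis genes of Table S3, DAN3130 exceeded JI63 at 1 on DAP 24 (FPGS1), none on DAP 35 and 1 in mature kernels (DHNA2), and fell below it at 3, 3 and 6. Under every alternative, only FPGS1 on DAP 24, ADCL1 on DAP 35, and ADCL1 and DHNA2 in mature kernels kept their calls. ADCL1 was lower in DAN3130 on DAP 35 (842 ± 95.7 against 2594 ± 316, log2 fold change -1.62, adjusted p = 0.000238) and in mature kernels (322 ± 166 against 2514 ± 197, -3.08, adjusted p = 2.23e-07). FPGS1 was higher in DAN3130 on DAP 24 (681 ± 37.8 against 239 ± 21.6, 1.51, adjusted p = 8.56e-05).
Of 15 one-carbon genes, 3 were higher and 2 lower in DAN3130 on DAP 24, 1 and 2 on DAP 35, 4 and 7 in mature kernels. Only 5-FCL-2 and MS1 on DAP 24, and SHMT7-2, GCSP and MS2 in mature kernels, kept their calls under every alternative. GCSP was lower in mature DAN3130 (124 ± 57.1 against 642 ± 76.6, -2.49, adjusted p = 7.79e-06) and SHMT7-2 higher (1447 ± 371 against 617 ± 109, 1.21, adjusted p = 0.000149). Neither list was called as a group: camera gave adjusted p of 0.782, 0.373 and 0.225 for biosynthesis (at maturity 1 of 32 alternatives calls it, 0.0496) and 0.465, 0.95 and 0.498 for one-carbon metabolism. The authors chose these genes from modules built on the same libraries.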

Unlike development-specific variation, the KEGG results of the inbred-specific variation at DAP 24, DAP 35, and mature kernel, respectively, all contain folate metabolism pathways, including folate biosynthesis and one-carbon pool by folate, indicating that the folate-related metabolism pathway might have contributions to folate variation of different inbred lines. In addition, several pathways indirectly involved in folate, such as vitamin B6 metabolism and thiamine metabolism, were also found. These results further demonstrated that folate biosynthesis and the one-carbon metabolism pathway could be tightly associated with folate variation of different inbred lines.

### 2.7. WGCNA Analysis

To systematically understand the gene sets related to the biological processes of folate accumulation, the WGCNA method was used to evaluate the gene expression network during kernel formation. The sample dendrogram and trait heatmap are shown in Figure S1A. The soft thresholding powers with β = 7 (scale free R2 = 0.82) was selected for screening network topology and further cluster dendrogram analysis (Figure S1B,C). Finally, a total of 13,955 genes were classified into 15 modules with similar expression trends, and ten modules were either positively (correlation ≥ 0.5, *p* < 0.05) or negatively (correlation ≤−0.5, *p* < 0.05) associated with different folate derivatives (Figure 8A). 

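A mean normalized count above 10 over the 18 libraries is met by 29191 loci of the deposited table, of which 22647 carry a B73 gene identifier. A median above 10 leaves 22946, and at least 10 in at least 3 libraries leaves 34943. The modules themselves were not rebuilt here.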

The gene expression trends of the modules related to 5-M-THF and 5-F-THF were presented, and the turquoise module showed significant expression variation from DAP 35 to mature kernel (Figure 8B,C). The gene expression trends of modules, which had no correlation with folate, are shown in the Supplementary Materials (Figure S2).

### 2.8. Bioinformatic Analysis of the Detected Co-Expressed Modules

KEGG analysis of genes from concerned modules was performed to reveal the specific function played by each co-expressed module, and the top 20 KEGG pathways were screened out. In the turquoise module, “folate biosynthesis” and “one-carbon pool by folate” pathways were significantly enriched, especially “one-carbon pool by folate” had the highest rich factor (Figure 9A). Meanwhile, similarly to the KEGG results of development-specific and inbred-specific variation, pyruvate metabolism was identified again here with a high rich factor, which further confirms that this pathway might be related to folate accumulation (Figure 5, Figure 7 and Figure 9A). The gene significance (GS) and module membership analysis results were plotted for the turquoise module, which indicated that this module was significantly relevant with 5-M-THF (Figure 9B). Moreover, the genes involved in the turquoise module were highly down-regulated in mature kernels according to the heatmap and bar plot with module eigengene (Figure 9C). In addition, green-yellow, purple, tan, brown, red, pink, blue, magenta, and yellow modules also showed more or less relationships with different folate derivatives. 

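Starch synthesis and storage protein genes fell toward maturity. All 13 tested loci of starch synthesis fell in DAN3130 and 11 in JI63. Shrunken2 went from 41660.5 ± 5992 to 399.8 ± 232 (log2 fold change -6.88, adjusted p = 1.69e-09) and from 18218 ± 3906 to 154 ± 64.0 (-6.93, adjusted p = 2.96e-09). Of 9 storage protein loci, 7 and 8 fell and none rose. In limma's camera test both lists fell in both lines (starch 3.96e-07 and 1.14e-05, storage 0.00325 and 0.000954, adjusted p). With an estimated correlation starch kept its call (0.00586 and 0.0156, highest of all alternatives 0.00586 and 0.0156) and storage did not (0.173 and 0.124, from 5.52e-05 to 0.173 and 0.000104 to 0.124 over the alternatives).
Other lists rose or split. Heat shock proteins rose at 7 of 8 loci in DAN3130 and 8 of 8 in JI63 (3.35e-05 and 1.14e-05, 0.173 and 0.124 with an estimated correlation, 3.65e-07 to 0.173 and 8.57e-08 to 0.124 over the alternatives). Late embryogenesis abundant proteins gave 4 higher and 2 lower of 6, then 3 and 2 (0.343 and 0.188), with a median above 0 and a mean below 0 because dehydrin13 fell by 9.91 log2 units in DAN3130 and fell by 7.59 in JI63. The only tested oil body locus, oleosin1, rose in JI63 (3.28, adjusted p = 3.6e-05) and was not called in DAN3130. Photosynthesis gave 2 higher and 4 lower of 12, then 2 and 3 (0.819 and 0.883). Cell division gave 2 and 2 of 9 in each line (0.571, and 0.188, called under 2 of 32 alternatives).
On the deposited scale the median log2 change of all tested loci was -0.43 in DAN3130 and -0.36 in JI63. With totals set equal it is -0.86 and -1.17, and the share of higher loci among DEGs drops to 25.2% and 15.7%. More loci fell than rose under every scaling tried.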

The “folate biosynthesis” pathway was also identified in the KEGG enrichment of brown and blue modules (data not shown).

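From DAP 35 to maturity, 4 of the 15 biosynthesis genes of Table S3 rose and 6 fell in DAN3130, and 3 rose and 3 fell in JI63. Of the 15 one-carbon genes, 2 rose and 7 fell, then 3 rose and 6 fell. HPPK/DHPS fell from 1095 ± 55.8 to 296 ± 232 in DAN3130 (log2 fold change -2.34, adjusted p = 0.00209, called under 31 of 32 alternatives) and from 856 ± 221 to 191 ± 78.1 in JI63 (-2.22, adjusted p = 0.00339). SHMT-GLY1 fell from 4875 ± 299 to 1022 ± 376 (-2.32, adjusted p = 7.72e-07) and from 3942 ± 175 to 2127 ± 288 (-0.90, adjusted p = 0.00408). FPGS1 rose in DAN3130 to 1288 ± 382 (1.67, adjusted p = 1.79e-05) and in JI63 to 1448 ± 230.4 (1.03, adjusted p = 0.00139, called under 31 of 32 alternatives, 0.869 with equal totals).
Camera called neither list (biosynthesis 0.587 and 0.345, one-carbon 0.157 and 0.199). Under some alternatives it calls the one-carbon list lower, 3 of 32 in DAN3130 (0.00444 to 0.288) and 2 of 32 in JI63 (0.0167 to 0.344). In earlier development, biosynthesis gave 1 higher and 1 lower in DAN3130 and 2 higher in JI63 (0.671 and 0.199), and no one-carbon gene was called in DAN3130. With adjustment over each list alone the biosynthesis counts are unchanged and the one-carbon counts toward maturity become 3 and 7 in each line. ADCL2 shares its locus with a neighbouring gene, and DHFS1 overlaps another, so their counts are uncertain.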

After matching known folate metabolism genes with genes in each concerned module, 17 folate-related genes were found in the turquoise module, 5 were found in the blue module, and 3 were found in the brown module (Table S3). Some of the genes showed either positive (GS ≥ 0.5, p.GS ≤ 0.05) or negative (GS ≤ −0.5, p.GS ≤ 0.05) correlation with folate phenotype, which were considered as putative key genes in folate metabolism. Firstly, most genes involved in the one-carbon metabolism process showed the opposite correlation between 5-M-THF and 5-F-THF, suggesting the complexity of folate metabolism. Secondly, these genes encode protein ADCS, ADCL, GCHI, DHNA, DHFR-TS, FPGS, GGH, GCS, SHMT, FPGS, MTHFR, MS, and DHC, which were almost involved in the entire metabolism chain from folate biosynthesis to one-carbon metabolism. Genes that participate in the folate metabolic process from THF to 5-M-THF, such as *GCST*, *SHMT7-2*, *MTHFR1*, and *MS2*, as well as those that controls the polyglutamate tail length (such as *GGH* and *FPGS2*) showed the positive correlation with 5-M-THF (Figure 10, Table S3). These genes consistently showed downregulated expression levels from DAP 35 to mature kernel. 

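Over the 12 immature libraries, each given the mean 5-M-THF content of its group in Table S1, GGH rose with 5-M-THF (r = 0.752, adjusted permutation p = 0.0381). It fell to 0.595 without the 2 farthest libraries. Within a line (0.544 in DAN3130, 0.774 in JI63) there are only 2 folate values, so r there restates the change of GGH from DAP 24 to DAP 35, which was not called in either line. FPGS2 gave r = 0.644 (0.11), GCST 0.226 (0.673), SHMT7-2 0.040 (0.963), MTHFR1 -0.485 (0.263) and MS2 -0.682 (0.0582), none called. By rank, GGH gave 0.691 (adjusted permutation p = 0.0949).
Mature kernels were left out because Table S1 gives their folate on dry weight. Only 4 folate values stand behind 12 libraries, and the permutation treats libraries of a group as separate, so its p is too small. The authors' correlations in Table S3 are of single genes, from a network over all stages, so they cover other libraries than those used here.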

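In DAN3130, 5 of these 6 genes fell from DAP 35 to maturity: GCST from 656 ± 136 to 265 ± 75.4 (log2 fold change -1.32, adjusted p = 0.000514), MTHFR1 from 4668 ± 369 to 739.8 ± 103 (-2.66, adjusted p = 4.66e-09), MS2 from 6719 ± 442 to 204 ± 50.8 (-5.07, adjusted p = 1.44e-10), GGH from 506 ± 69.1 to 222 ± 76.7 (-1.23, adjusted p = 0.00187, called under 31 of 32 alternatives) and FPGS2 from 2219.7 ± 388 to 617 ± 264 (-1.92, adjusted p = 3.27e-05). SHMT7-2 was not called there (-0.25, adjusted p = 0.296, called under 1 of 32 alternatives).
In JI63, 4 fell: SHMT7-2 from 1177 ± 40.1 (-0.94, adjusted p = 0.00097), MTHFR1 to 539.8 ± 35.5 (-3.61, adjusted p = 6.36e-10), MS2 to 495 ± 89.7 (-3.92, adjusted p = 2.34e-09) and FPGS2 to 867 ± 272 (-1.54, adjusted p = 0.000271). GCST (-0.64, adjusted p = 0.0542, called under 7 of 32 alternatives) and GGH (-0.67, adjusted p = 0.063, called under 4 of 32 alternatives) pointed down without a call.
With totals set equal, all 12 results fell with an adjusted p under 0.05: SHMT7-2 in DAN3130 (-0.72, 0.0233, 0.0233 to 0.925 over the alternatives), GCST in JI63 (-1.59, 1.63e-05, 1.63e-05 to 0.22) and GGH in JI63 (-1.62, 0.00119, 0.00119 to 0.289). GCST in JI63 was also called without DAN3130 mature kernel replicate 33, 34 or 35, or JI63 DAP 35 replicate 29 (0.0316 to 0.0452), and GGH without replicate 33, 35 or 40 of mature kernels (0.0332 to 0.0461).

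**Figure D3:**
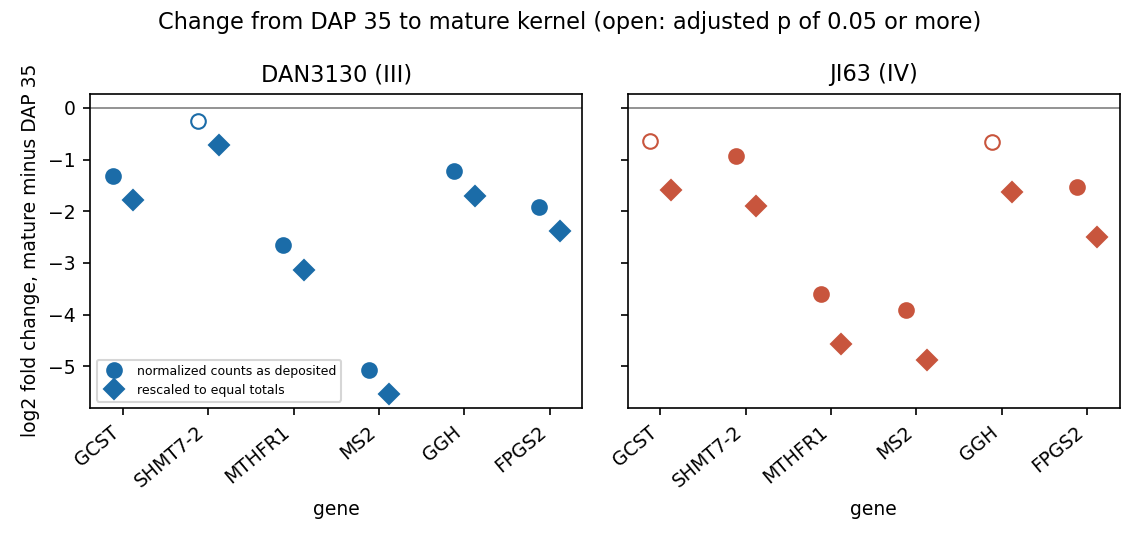
Log2 change from DAP 35 to mature kernel of GCST, SHMT7-2, MTHFR1, MS2, GGH and FPGS2 in DAN3130 and JI63 (n = 3 libraries per group), circles use the deposited scale, diamonds equal totals, open symbols an adjusted p of 0.05 or more.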

For 5-F-THF, most genes had a negative correlation. In contrast, gene *ADCS* in the ρ-ABA branch, gene *DHNA2* in the pteridine branch, and gene *SHMT7-1*, which might be involved in 5-F-THF biosynthesis, were positively associated, and these three genes obviously had expressional variation between two inbred lines (Figure 10, Table S3). 

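On DAP 24 and DAP 35 only, 6 of 34 folate genes tracked 5-F-THF at an adjusted permutation p under 0.05, 5 positively and 1 negatively. ADCL1 was the strongest (r = 0.958, adjusted permutation p = 0.00227, 0.955 without the 2 farthest libraries). For the same libraries, 6 genes were called for 5-M-THF (2 positive, 4 negative), 4 for THF, 7 for 5,10-CH=THF and 7 for the sum of the 4 forms. Only 4 group values of folate stand behind these relations. Those of 5-F-THF mainly separate the lines (0.04 and 0.03 in DAN3130, 0.12 and 0.16 in JI63), and 1 of its 6 genes keeps its sign within both lines, so the relation largely restates differences between lines. THF is constant in JI63 and 5,10-CH=THF in DAN3130. The genes the paper names as positively associated with 5-F-THF were not called: ADCS r = 0.658 (0.0687), DHNA2 -0.159 (0.774) and SHMT7-1 -0.403 (0.363). Leaving out the 2 farthest libraries of each relation left 16 of the 30 calls.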

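ADCS was higher in mature JI63 than in mature DAN3130, 3106 ± 685 against 1426 ± 157 (log2 fold change -1.11, adjusted p = 0.000777, called under 30 of 32 alternatives), and was not called on DAP 24 (-0.10, adjusted p = 0.827) or DAP 35 (-0.56, adjusted p = 0.0737, called under 4 of 33 alternatives). Toward maturity it rose in both lines, by 1.62 (1.71e-05) and 2.16 (1.16e-06) log2 units. DHNA2 and SHMT7-1 went the other way between the lines, with no call for a line difference in DHNA2 on DAP 24 (-0.92, adjusted p = 0.18, called under 1 of 33 alternatives) or DAP 35 (1.01, adjusted p = 0.143, called under 1 of 33 alternatives). SHMT7-1 was higher in DAN3130 on DAP 24 (0.65, adjusted p = 0.0136, called under 31 of 33 alternatives), a call lost without DAN3130 replicate 11 (0.0853) or JI63 replicate 24 (0.0774).
Under equal totals the ADCS difference in mature kernels is -0.61 and loses its call (0.099, 4.86e-06 to 0.102 over the alternatives).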

For the other modules, those with the absolute value of correlation ≥ 0.7, *p*-value ≤ 0.05, such as the purple, tan, red, and pink modules, were screened out for analyzing hub genes. The larger weighted value indicates the stronger proof that a gene is a trait-associated hub gene [31,32]. The networks of the top 200 edges ranked with weighted values were sorted; then, those genes with the edge numbers ≥ 15 were selected as highly connected intramodular hub genes (Table S4). Four hub genes were identified in the purple module, two of them encoding the 60S ribosomal protein, which functions in rRNA binding. 

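The ribosomal hubs of the purple module rose toward maturity in JI63 alone. The locus of 60S acidic ribosomal protein P0 went from 11803 ± 1411 to 48487 ± 19380.0 in JI63 (log2 fold change 1.97, adjusted p = 4.19e-06) and from 8677 ± 1176 to 11581 ± 2842 in DAN3130 (0.40, adjusted p = 0.151). The locus of 60S ribosomal protein L23a-1 rose in JI63 to 17114 ± 2736 (1.27, adjusted p = 8.5e-05, called under 31 of 32 alternatives) and not in DAN3130 (-0.09, adjusted p = 0.754, called under 1 of 32 alternatives). Nascent polypeptide-associated complex subunit alpha-like protein 3 rose in JI63 (1.38, adjusted p = 4.8e-05, called under 31 of 32 alternatives), as did early nodulin-like protein 7 (2.60, adjusted p = 0.00368). In mature kernels all 4 were lower in DAN3130, P0 by a log2 change of -2.02 (3.19e-06) and L23a-1 by -1.44 (2.83e-05). Where totals are set equal, P0 keeps its rise in JI63, whereas L23a-1 does not (0.264, 1.3e-08 to 0.264 over the alternatives).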

In the tan module, three hub genes were identified, one belonging to the folate transporter family and another with GTPase activity. 

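Tubulin alpha chain, a tan hub with GTPase activity, fell from 40474 ± 4582 to 5198 ± 977 toward maturity in DAN3130 (log2 fold change -2.97, adjusted p = 1.35e-08) and from 31034 ± 3632 to 18879 ± 3013 in JI63 (-0.72, adjusted p = 0.00603). The SBP domain transcription factor fell in DAN3130 from 1996 ± 160.0 to 553 ± 44.9 (-1.85, adjusted p = 3.93e-08) and less in JI63 (-0.48, adjusted p = 0.00751). Both were lower in mature DAN3130 than in mature JI63 (-1.87, adjusted p = 1.5e-06, -1.89, adjusted p = 3.07e-08). A 4th gene that Table S4 lists for this module, a thioesterase, has a count of 0 in every library.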

Five hub genes were found in the red module, three of which function in metal ion binding. 

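Among red hubs, poly [ADP-ribose] polymerase SRO1 rose toward maturity in both lines, from 235 ± 36.4 to 2171 ± 339 (log2 fold change 3.20, adjusted p = 5.79e-07) and from 114 ± 26.0 to 1019 ± 210.3 (3.16, adjusted p = 8.04e-07). Mitochondrial-processing peptidase subunit alpha-2 fell from 3590.4 ± 159 to 941 ± 260.1 (-1.97, adjusted p = 3.78e-07) and from 4269.5 ± 551 to 2512 ± 226 (-0.76, adjusted p = 0.00246). The DNAJ heat shock protein fell in both (-1.55, adjusted p = 0.00145, called under 31 of 32 alternatives, -1.48, adjusted p = 0.00233), and so did thimet oligopeptidase (-2.78, adjusted p = 6.44e-05, -1.95, adjusted p = 0.00148). Between DAP 24 and DAP 35, SRO1 fell in JI63 (-2.06, adjusted p = 0.000588) and not in DAN3130 (0.23, adjusted p = 0.812).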

In the pink module, six hub genes were identified: two of them related to the ribosome, one had GTPase activity, one with RNA binding activity, and one with serine/threonine kinase activity. 

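All 6 pink hubs were called lower toward maturity in both lines, most not under every alternative. Notchless-like protein went from 663 ± 12.6 to 220.0 ± 50.9 in DAN3130 (log2 fold change -1.61, adjusted p = 0.000792) and from 830.3 ± 147 to 272 ± 147 in JI63 (-1.76, adjusted p = 0.000455). 60S ribosomal protein L29 went from 1197 ± 93.1 to 529 ± 339 (-1.37, adjusted p = 0.00176, called under 31 of 32 alternatives) and from 1441 ± 169 to 473 ± 38.8 (-1.60, adjusted p = 0.000602). The kinase IREH1 fell too (-0.81 and -0.89, adjusted p = 0.00549 and 0.00337). In DAN3130 a fit of only the groups compared loses beta-glucosidase (0.0537), La-related protein 1C (0.112), IREH1 (0.0987) and L29 (0.0906), and a variance for each group loses IREH1 (0.0568). In JI63, 3 calls depend on a single library: beta-glucosidase (-2.70, 0.0104) without mature replicate 39 (0.0559) or with thinned reads (0.0808), La-related protein 1C (-1.62, 0.0165) without mature replicate 40 (0.087), and tubulin beta chain (-1.62, 0.0136) without mature replicate 39 (0.0556) or 41 (0.058). None of the 6 was called between the lines in mature kernels, but without DAN3130 mature replicate 34 IREH1 (-0.61, 0.0107) and L29 (-0.52, 0.0498) were.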

Above all, genes related to ribosomal proteins and folate/biopterin transporters might be related to the folate concentration.

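Together, of 17 tested hub genes, 2 rose and 11 fell in DAN3130 from DAP 35 to maturity, and 6 rose and 11 fell in JI63. Camera did not call the list (adjusted p = 0.0888 and 0.883), though 5 of 32 alternatives call it in DAN3130 (0.00951 to 0.242). In mature kernels the hubs were lower in DAN3130, 8 lower and 1 higher (adjusted p = 0.0313, 0.225 with an estimated correlation, 0.000992 to 0.225 over the alternatives). The list of 5 loci the file names as ribosomal proteins, P0 among them, rose in JI63, 3 of 5 (adjusted p = 0.00523, 0.0597 with an estimated correlation, 0.000178 to 0.0597 over the alternatives), not in DAN3130, 2 higher and 1 lower (0.409). Within it, 60S ribosomal protein L35 rose from 3882 ± 1091 to 18008 ± 2925 (log2 fold change 2.24, adjusted p = 6.56e-06). The hubs were chosen by the study on these libraries, so they are not independent evidence. The paper proposes that ribosomal proteins and folate/biopterin transporters bear on folate content.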

### 2.9. The Gene Expression Analysis and Validation of Folate Metabolism Genes

As mentioned above, those genes associated with 5-M-THF and 5-F-THF from module analysis results are listed in Table S5. JI63 had higher contents of 5-M-THF and 5-F-THF than DAN3130 on DAP 24, while it was the opposite on mature kernels. For immature DAP 24, 5-M-THF was the major folate derivatives that accounts for 85%–90% of total folate, *GGH* and *FPGS2*, which showed the highest positive correlation (GS = 0.62) with 5-M-THF, which had significantly higher gene expression in JI63 than DAN3130. 

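On DAP 24, GGH stood at 1294 ± 241 in JI63 and 611 ± 126 in DAN3130 (log2 fold change -1.08, adjusted p = 0.00874, called under 32 of 33 alternatives, DAN3130 minus JI63). Every JI63 library was above every DAN3130 library, which 10% of the splits of 6 libraries into 3 and 3 would give by chance in either direction. The call is lost only without JI63 replicate 24 (0.0501). GGH was also lower in DAN3130 in mature kernels (-1.47, adjusted p = 0.000675, called under 30 of 32 alternatives, lost with only the groups compared, 0.0694, and with a variance for each group, 0.0654). On DAP 35 it was lower too (-0.91, 0.0259), a call lost without DAN3130 replicate 12 (0.101) or 14 (0.0606) or JI63 replicate 26 (0.0579) or 29 (0.0976).
FPGS2 stood at 2980.4 ± 97.0 in JI63 and 2191 ± 75.4 in DAN3130, again without overlap, but was not called (-0.44, adjusted p = 0.292, called under 3 of 33 alternatives, standard error 0.27). A fit of only these 6 libraries called it (0.00184, 0.00184 to 0.484 over 33 alternatives, 3 of which call it). It was not called on DAP 35 (-0.16, adjusted p = 0.784) or in mature kernels (-0.53, adjusted p = 0.14, called under 1 of 32 alternatives).

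**Figure D4:**
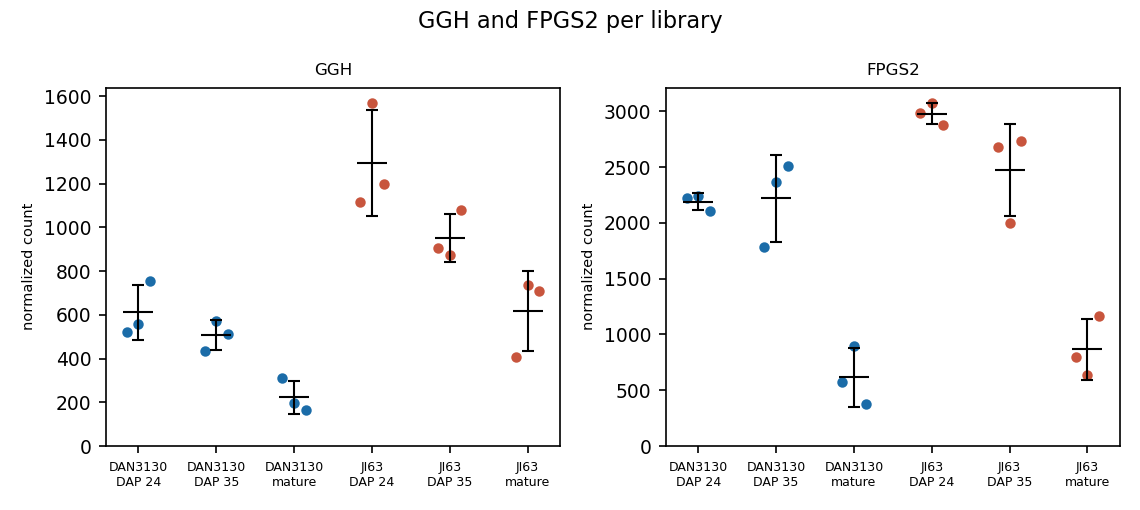
Normalized counts of GGH and FPGS2 in each library (points, n = 3 per group) by line and stage, bars are means with SD, for GGH on DAP 24 611 in DAN3130 and 1294 in JI63.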

For mature kernels, the proportion of 5-F-THF had sharply increased from 4%–8% to 34%–36%; *DHNA2* and *SHMT7-1*, which both showed a highly positive correlation with 5-F-THF (GS = 0.63 and 0.64, respectively), had higher FPKM value in DAN3130 than JI63.

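In mature kernels DHNA2 reached 5207 ± 3064 in DAN3130 and 329.8 ± 7.50 in JI63 (log2 fold change 3.78, adjusted p = 9.47e-06, at most 0.0133 under any alternative). It had risen from 406 ± 59.8 on DAP 35 in DAN3130 (3.49, adjusted p = 1.68e-05) and not in JI63 (0.72, adjusted p = 0.227). SHMT7-1 reached 2089 ± 233 in DAN3130 and 955 ± 18.4 in JI63 (1.12, adjusted p = 0.000153, called under 31 of 32 alternatives, lost with a variance for each group, 0.0893). It rose in DAN3130 from 1025 ± 90.3 (1.02, adjusted p = 0.000238, called under 30 of 32 alternatives, lost with equal totals, 0.0577, and with a variance for each group, 0.0631) and was not called in JI63 (0.07, adjusted p = 0.819, called under 1 of 32 alternatives). All 3 DAN3130 libraries exceeded all 3 JI63 libraries for both genes, against a chance share of 10%.
The spread of DHNA2 in mature DAN3130 is large. Under equal totals SHMT7-1 falls in JI63 (-0.88, 0.0048, 0.0048 to 0.947 over the alternatives), and its line difference at maturity stays called.

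**Figure D5:**
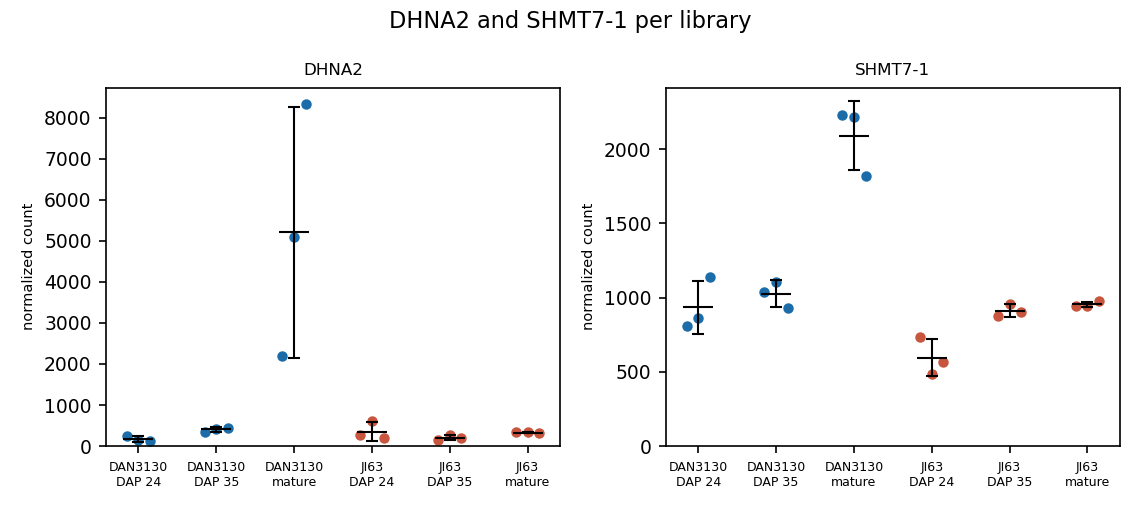
Normalized counts of DHNA2 and SHMT7-1 in each library (points, n = 3 per group) by line and stage, bars are means with SD, for DHNA2 at maturity 5207 in DAN3130 and 329.8 in JI63.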

The RNA-seq data were verified by qPCR using eight representative DEGs from the folate metabolism pathway. The expression level profiles of these eight genes were similar as determined by RNA-seq and qPCR, and the two methods showed high consistency (Figure S3).

## 3. Discussion

The development of maize kernels includes early development, differentiation, periods of mitosis and endoreduplication, accumulation of storage compounds, and maturation [33]. It spans the early stage (DAP 1 to 11), filling stage (DAP 12 to 39), and desiccation stage (DAP 40 to 70). During the filling stage, sucrose and amino acids are converted to starch and storage proteins. The genes related to amino acid biosynthesis accumulate to their optimal level from DAP 10 [34], starch accumulation peaks at DAP 15 and then remains steady [35,36], and oil concentration reaches its peak level on DAP 30 [37]. At the end of seed filling, seed maturation starts with the progressive loss of water [38]. The pyruvate metabolism and glutamate metabolism were identified from the development-specific folate variation in kernel filling stage (DAP 24 to DAP 35) and desiccation stage (DAP 35 to mature kernel) in DAN3130 and JI63 (Figure 4A). Pyruvate is the end-product of glycolysis and a major substrate for oxidative metabolism, and it is converted into phosphoenolpyruvate, an upstream precursor for chorismate biosynthesis [39,40]. In Arabidopsis (*Arabidopsis thaliana*) and potato, pyruvate might be degraded to formate by pyruvate formate-lyase to provide the source of one-carbon source for folate regulation [41]. Glutamate is one of the most abundant amino acids that play an essential role in folate biosynthesis as glutamate tail, and the number of glutamate tails has been known as a key factor of folate stability [42]. 

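Of the 5 genes in Figure S4, 4 rose from DAP 24 to DAP 35 in DAN3130 and all 5 in JI63. Toward maturity all 5 rose in both lines. Asparagine synthetase 2 rose from 1831 ± 414 to 13004 ± 1777 in DAN3130 (log2 fold change 2.84, adjusted p = 1.2e-05) and from 3432 ± 403 to 12424 ± 3934 in JI63 (1.82, adjusted p = 0.00059). The glutamine 5-phosphoribosylpyrophosphate amidotransferase rose toward maturity from 450.4 ± 28.2 to 6911 ± 3902 (3.80, adjusted p = 1.27e-06) and from 611 ± 384 to 9603 ± 899.8 (4.14, adjusted p = 6.5e-07).
By camera the 5 genes rose to DAP 35 in DAN3130 (adjusted p = 1.14e-06, 0.0627 with an estimated correlation) and in JI63 (3.8e-06, 0.11 with it), and toward maturity (0.000413 and 0.000169, 0.173 and 0.124 with it). No other alternative loses these calls. The 5 were chosen by the study for changing in these libraries, so their shared direction is not independent evidence.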

The Venn diagram of common genes, which are found in alanine/aspartate/glutamate metabolism from development-variation analysis and WGCNA analysis, showed that three of five common genes are involved in glutamate metabolism (Figure S4). The transcription level of these three genes increased from DAP 24 to DAP 35. 

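Glutamate decarboxylase rose from 2094 ± 36.4 to 8803 ± 914 in DAN3130 (log2 fold change 2.07, adjusted p = 0.000127) and from 4378 ± 195 to 18632 ± 6214 in JI63 (2.04, adjusted p = 0.000195). Asparagine synthetase 3 was not called in DAN3130 (189.7 ± 84.1 to 462 ± 523, 0.67, adjusted p = 0.678). In JI63 it rose to 1111 ± 276 (2.03, adjusted p = 0.0482, called under 12 of 33 alternatives), a call lost without any of 14 libraries. Glutamine synthetase 5 rose in DAN3130 from 169.7 ± 10.3 to 438 ± 86.9 (1.35, adjusted p = 0.0168, called under 29 of 33 alternatives, lost without DAN3130 DAP 24 replicate 8, 0.0682, 10, 0.0516, or 11, 0.0546, or DAP 35 replicate 13, 0.0866). In JI63 it rose to 735 ± 331 (1.18, adjusted p = 0.0275, called under 27 of 33 alternatives, lost without JI63 DAP 24 replicate 22, 0.115, 24, 0.0528, or 25, 0.0633, or DAP 35 replicate 27, 0.14, or 29, 0.0575).

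**Figure D6:**
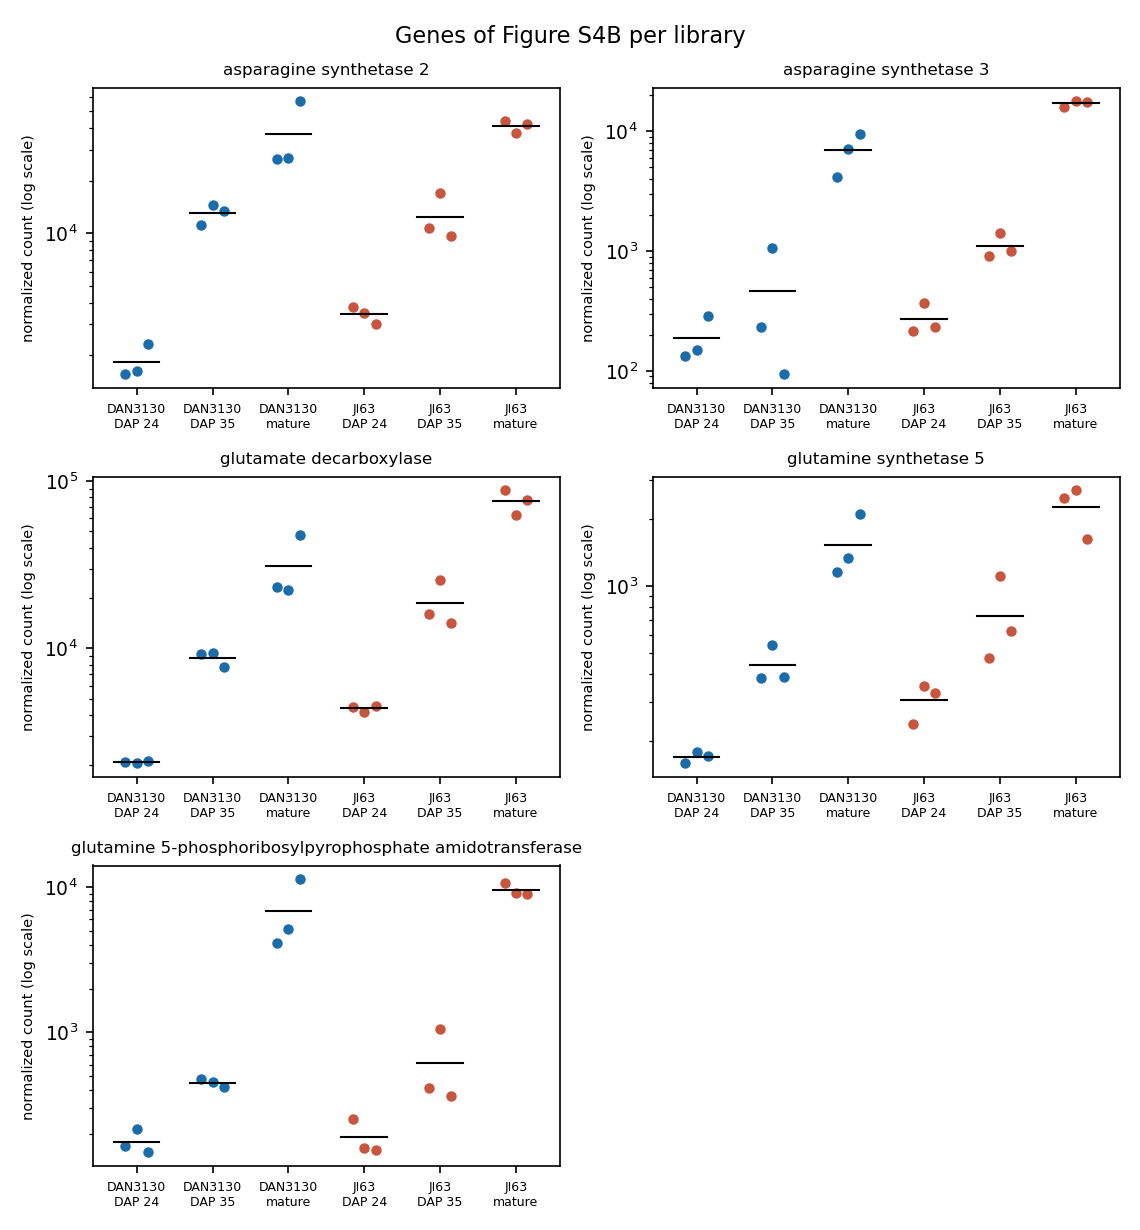
Normalized counts (log axis) of the 5 genes of Figure S4 in each library (points, n = 3 per group) by line and stage. Short horizontal lines mark group means, for glutamate decarboxylase in DAN3130 2094 on DAP 24 and 8803 on DAP 35.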

We hypothesized that the more active transcription of these genes causes a reduction in the glutamate level, resulting in decreased folate from DAP 24 to DAP 35.

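The paper proposes that more transcription of glutamate-using enzymes draws glutamate down and with it folate between DAP 24 and DAP 35. The counts bear only on its first step. By maturity glutamate decarboxylase, of the 5 genes in Figure S4, stands higher still, at 31093 ± 14504 in DAN3130 and 75809 ± 12874 in JI63. Glutamate itself was not measured in these libraries.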

The accumulation pattern of folate derivatives differed from DAP 35 to mature kernels in the two lines, suggesting that some specific pathways could affect 5-M-THF and 5-F-THF separately during this stage. As shown in Figure 4B, acyltransferase activity term and methyltransferase activity term were found in DAN3130 and JI63, respectively, during DAP 35 to mature kernel, which refers to the 5-F-THF increase in DAN3130 and 5-M-THF decrease in JI63. A total of 55 genes were identified in terms of acyltransferase activity. Among them, 11 genes belonged to the Acyl-CoA *N*-acetyltransferase (NAT) superfamily protein/GNAT-transcription factor family (data not shown). In plants, folates are degraded into ρ-aminobenzoylglutamate (ρ-ABAGlu) in vivo, ρ-ABAGlu and its polyglutamates are hydrolyzed into glutamate and ρ-ABA [43]. NAT type 1 (NAT1) in humans and Nat2 in mice reportedly use the ρ-ABAGlu as the substrate [44]. Increasing the ability to acetylate ρ-ABAGlu enhances folate metabolism and demonstrates that NAT regulates folate levels by acetylating ρ-ABAGlu in animals [45], while whether NAT in plants is related to ρ-ABAGlu remains unknown. Aminoacyl-tRNA, which is formylated to form THF to participate in one-carbon metabolism [46], also is acetylated by GNAT toxins in Arabidopsis [47]. Here, genes belonging to the GNAT-transcription factor family were significantly enriched, while more evidence is required to validate if GNAT contributes to folate accumulation in maize. 

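Of 31 tested loci named as GNAT-transcription factors, 10 rose and 3 fell in DAN3130 from DAP 35 to maturity, and 9 rose and 4 fell in JI63. GNAT-transcription factor 16 rose from 21.1 ± 6.46 to 1183 ± 1469 in DAN3130 (log2 fold change 4.81, adjusted p = 0.000303) and from 35.3 ± 32.2 to 5342 ± 609 in JI63 (7.55, adjusted p = 5.57e-06). GNAT-transcription factor 11 rose from 722 ± 79.0 to 1934 ± 409.7 (1.40, adjusted p = 4.36e-05) and from 908 ± 114 to 2874 ± 745 (1.64, adjusted p = 1.2e-05). GNAT-transcription factor 28 fell in DAN3130 (-3.27, adjusted p = 1.53e-05).
As a group they were not called by camera in either line (adjusted p = 0.0888 and 0.147, 1 of 32 alternatives calls it in DAN3130, 0.0331), or from DAP 24 to DAP 35 (0.671 and 0.846). No member was called in DAN3130 in that earlier step, and 1 rose and 2 fell in JI63. In mature kernels, 3 were higher and 8 lower in DAN3130 (0.448).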

There are a total of 28 genes in terms of *N*-methyltransferase activity, among which 17 genes encoded histone-lysine *N*-methyltransferase (data not shown). 

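Histone-lysine N-methyltransferases mostly fell toward maturity in both lines: of 18 tested loci, 12 fell and 1 rose in DAN3130, and 11 fell and 2 rose in JI63. Set domain gene119 fell from 790.1 ± 113 to 141 ± 15.6 (log2 fold change -2.47, adjusted p = 0.001) and from 553 ± 143 to 85.5 ± 60.4 (-3.09, adjusted p = 0.000179). Set domain gene102 fell too (-1.99, adjusted p = 6.75e-05, -1.49, adjusted p = 0.000944). Set domain gene106 rose in JI63 from 153 ± 69.0 to 521 ± 52.5 (1.84, adjusted p = 0.00516).
The median of all tested loci is also below 0 at this step, and camera, which compares the list with the rest, did not call it (adjusted p = 0.182 and 0.0745, called under 1 and 6 of 32 alternatives). From DAP 24 to DAP 35, 1 fell in DAN3130 (0.0609, called under 5 of 33 alternatives) and none was called in JI63 (0.982). The list holds loci the file names as set domain or histone methyltransferase genes, and the 17 genes the authors counted are not listed by them.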

In plants, histone-lysine methyltransferases catalyze the transfer of the methyl group from S-adenosylmethionine (SAM), which is generated from folate and methionine cycles [48]. In Arabidopsis, the loss function of *ATMS1* causes an accumulation of Hcy and SAH, leading to reduced SAM accessibility to histone methyltransferases [49]. In animals, the loss of histone H3 lysine 4 trimethylation at promoters has been linked to decreases in Transcription Factor II D (TFIID) [50]. Taken together, the results demonstrate that the variation in folate accumulation during the late stage of maize kernel development could be mainly controlled by circumjacent pathways of folate, especially pyruvate metabolism and glutamate metabolism. Genes belonging to the GNAT-transcription factor family and histone-lysine *N*-methyltransferase family might also be associated with folate metabolism.

The folate biosynthesis pathway and one-carbon pool of folate were specially found in the KEGG results of the inbred-specific folate variation. WGCNA analysis showed that those genes belonging to folate biosynthesis (pteridine branch and ρ-ABA branch) and the one-carbon metabolism process had highly positive/negative correlations to folate phenotype. In folate biosynthesis, *ADCS* and *DHNA2* showed a positive correlation with 5-F-THF and THF, confirming the plant folate biofortification strategy by engineering of pteridine and ρ-ABA branches [2,4,51]. For example, *ADCS* has been applied in Arabidopsis, rice, potato, tomato, maize, and Mexican common bean (*Phaseolus vulgaris*) to increase folate accumulation [51,52,53,54,55,56,57]. Overexpression of the heterologous *Escherichia. coli DHNA* (*EcDHNA*) in tobacco (*Nicotiana tabacum*) enhances the folate accumulation [58]. 

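DRTS3 fell from DAP 35 to maturity in both lines, from 1551 ± 138 to 879 ± 132 in DAN3130 (log2 fold change -0.83, adjusted p = 0.00875, called under 31 of 32 alternatives) and from 1757 ± 292 to 967 ± 423 in JI63 (-0.93, adjusted p = 0.00459, called under 31 of 32 alternatives). DRTS4 fell in DAN3130 from 1233 ± 300.5 to 648 ± 81.9 (-0.90, adjusted p = 0.00235, called under 31 of 32 alternatives) and was not called in JI63 (-0.16, adjusted p = 0.574, called under 1 of 32 alternatives). The difference between the lines in this change was not called (0.74, adjusted p = 0.118). Mature kernels of DAN3130 held less DRTS4 (-1.04, adjusted p = 0.00123, called under 30 of 32 alternatives). Equal totals make DRTS4 fall in JI63 too (-1.12, 0.00187, 0.00187 to 0.965 over the alternatives). Within the 12 immature libraries neither gene tracked 5-F-THF (r = -0.184 and 0.266) or THF (r = -0.086 and 0.500), with adjusted permutation p of 0.724, 0.628, 0.907 and 0.232.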

*DRTS-3* and *DRTS-4* showed negative correlations with 5-F-THF and THF, which is consistent with the findings in Arabidopsis: *THY3* (*DRTS-3*) inhibits the expression of its two homolog genes and fine-tunes the folate concentration during development. Overexpression of the *THY3* results in a reduced folate concentration [17]. Furthermore, genes involved in the pteridine and ρ-ABA branches, such as *ADCS*, *GCHI-1* and *DHNA1*, were negatively correlated with 5-M-THF, suggesting that the negative feedback control might exist between 5-M-THF and folate biosynthesis genes. 

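GCHI-1 rose from DAP 24 to DAP 35 in both lines, from 880.1 ± 11.8 to 2209 ± 409 in DAN3130 (log2 fold change 1.31, adjusted p = 0.00186) and from 1154 ± 148 to 2872 ± 164 in JI63 (1.32, adjusted p = 0.00153), while 5-M-THF fell in Table S1. Its relation with 5-M-THF over the 12 immature libraries was not called (r = -0.617, adjusted permutation p = 0.15). ADCS gave r = -0.160 (0.78) and DHNA1 r = -0.461 (0.276). DHNA1 rose toward maturity in DAN3130 (0.96, adjusted p = 0.0382, called under 22 of 32 alternatives) and in JI63 from 292 ± 111 to 714 ± 67.1 (1.35, adjusted p = 0.00658, called under 31 of 32 alternatives), though not with totals set equal (0.304, 0.00112 to 0.304 over the alternatives). The paper proposes feedback of 5-M-THF on these genes.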

The ADCS activity is inhibited by DHF in vitro, but whether this is also the case in vivo is unclear [9], and the expression of *GCHI* and *ADCS* varies significantly in tomato fruit [23,59]. 

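Against the sum of the 4 folate forms of Table S1 in the 12 immature libraries, GGH gave r = 0.852 (adjusted permutation p = 0.00701, 0.774 without the 2 farthest libraries) and FPGS2 r = 0.687 (0.0687). Behind the 12 libraries stand only 4 group values of folate. The permutation treats libraries of a group as separate, so its p is too small. The group with the most 5-M-THF, JI63 on DAP 24, is the group with the most GGH and FPGS2 transcript. The next 2 groups go the other way. DAN3130 on DAP 24 held more 5-M-THF than JI63 on DAP 35 in Table S1. Its transcript means were lower, for GGH (611 ± 126 against 953 ± 110) and FPGS2 (2191 ± 75.4 against 2472 ± 412).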

Notably, genes involved in the interconversion of monoglutamate-folate and polyglutamate-folate, such as *FPGS2* and *GGH*, had a significant correlation with folate content. In Arabidopsis and tomato, FPGS and GGH play an essential function in folate homeostasis. Indeed, knock-out of the mitochondrial *FPGS* or overexpression of the *GGH* could reduce 40–45% of the total folate in Arabidopsis leaves, and the reduction of Arabidopsis GGH enzyme activity resulted in 30% increase of total folate [60,61]. The transcript level of *GGH1*, which removes the polyglutamyl tail from folates, is an indicator of folate content in potato tubers [27]. The *GGH* and *FPGS2*, which are related to glutamate utilization, identified in WGCNA analysis, were consistent with the glutamate pathway identified in the KEGG results.

In addition, the expression level of these genes that participate in one-carbon metabolism are classed into serine/THF/5-M-THF cycle (*SHMT*, *GCS*, *MTHFR,* and *MS*) that show a positive correlation with folate accumulation. 

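SHMT7-1 and DHC1 ran against 5-M-THF in immature kernels (r = -0.830 and -0.885, adjusted permutation p = 0.00914 and 0.00227). Only 4 group values of folate stand behind this. Toward maturity the serine and 5-M-THF cycle fell at several steps in both lines, GCSP most: from 1964 ± 375 to 124 ± 57.1 in DAN3130 (log2 fold change -4.09, adjusted p = 4.58e-08) and from 3194 ± 364 in JI63 (-2.31, adjusted p = 1.57e-05). GCSH2 fell in DAN3130 (-2.96, adjusted p = 0.000144) and in JI63 (-1.62, adjusted p = 0.0143, called under 31 of 32 alternatives, lost without mature replicate 39, 0.0536). DHC1 rose in JI63 from 632 ± 30.2 to 1578 ± 59.0 (1.32, adjusted p = 4.89e-05, called under 31 of 32 alternatives), and not with totals set equal (0.215, 9.52e-12 to 0.215 over the alternatives). The gene listed as MS1 in Table S3 overlaps the MS1 of Table S7, and unstranded counts cannot divide their reads.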

SHMT is involved in glycine oxidation, photorespiration, and one-carbon metabolism that produces 5,10-CH=THF from THF. In *Saccharomyces cerevisiae*, the stimulation of *SHMT2* expression leads to folate accumulation [62]. The glycine cleavage system catalyzes the THF-dependent catabolism of glycine into 5,10-CH=THF to join the folate cycle, and the P protein (GCSP) binds the alpha-amino group of glycine via its pyridoxal-5’-phosphate cofactor [63]. A novel rice tetrahydrofolate cycle mutant *hpa1* in which HPA1 (encoding a tetrahydrofolate deformylase) is mutated shows the variation in THF, 5-F-THF, and 10-F-THF as well as the downregulation of *SHMT* and *GCS* [64]. *MTHFR* and *MS* directly participate in 5-M-THF metabolism. Notably, these two genes were identified in this study (Figure 10, Table S3), reflecting the connection between folate accumulation and conversion of homocysteine into methionine. The importance of folate polyglutamylation in methionine biosynthesis has been confirmed. The metabolic profiling of folate-deficient cells shows that the SAM and methionine pools decline during the initial period of folate starvation in Arabidopsis, indicating that methionine synthesis is mainly associated with the perturbation of the folates pool [65]. *SHMT* and *GCS* also participate in the interconversion of serine and glycine, which is consistent with the identification of the Ser/Gly metabolism pathway in the KEGG analysis (Figure 5, Figure 10, Table S3). Moreover, one of the genes encoding the folate/biopterin transporter (FBT) protein was screened out as a hub gene from modules analysis (Table S4). 

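The folate/biopterin transporter hub rose toward maturity in both lines, from 131 ± 49.0 to 1238 ± 486 in DAN3130 (log2 fold change 3.21, adjusted p = 8.38e-06) and from 168 ± 46.1 to 619.7 ± 234.1 in JI63 (1.85, adjusted p = 0.00129, called under 31 of 32 alternatives). No change was called from DAP 24 to DAP 35 (0.01, adjusted p = 1 and 0.66, adjusted p = 0.404). The difference between mature lines was not called (0.97, adjusted p = 0.065, called under 4 of 32 alternatives). Setting totals equal, the rise in JI63 loses its call (0.116, 1.07e-05 to 0.116 over the alternatives), while that in DAN3130 keeps it.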

In *Leishmania*, FBT family members are shown experimentally to transport folate, but their functions in maize are unknown [66].

The disturbance in metabolisms of either the pyruvate or amino acids may result from the varied folate metabolism at transcript levels, which is in accordance with the previous studies. For example, pyruvate orthophosphate dikinase (PPDK) is an important enzyme participating in pyruvate metabolism that catalyzes phosphoenolpyruvate regeneration. The dysfunction of *PPDK* in maize resulted in a dramatical increase in expression of cytosolic glutamine synthetase (*GS1*) and asparagine synthetase (*ASN1*), and eight folate-related genes showed differential expression patterns in leaves compared with wild type (Table S6) [67]. The *GS1*, *ASN,* and seven of eight folate-related genes were also identified in this study, and they showed strong correlation (either positive or negative) with folate derivatives, indicating the connection between pyruvate and folate metabolisms (Figure S4, Tables S3 and S6). Similar connections were also identified between amino acid and folate metabolisms. For instance, *O2* and *O16* encode the transcription factors of the basic leucine zipper family, and they have been used to improve the amino acid quality of maize grains [68]. The kernels of double recessive mutant *o2o2o16o16* contained increased Gly as well as reduced Glu and Met. 

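Of 4 tested genes that Tables S6 and S7 add to Table S3, all 4 fell toward maturity in DAN3130 and 2 in JI63. MS3 fell from 1163 ± 71.2 to 105 ± 65.7 in DAN3130 (log2 fold change -3.74, adjusted p = 2.07e-06) and from 1189 ± 63.8 to 303 ± 29.0 in JI63 (-1.97, adjusted p = 0.000844). The MS1 of Table S7 fell from 15916 ± 1946 to 2448 ± 1120.3 (-2.80, adjusted p = 5.59e-07) and from 22609 ± 3157 to 4332 ± 748 (-2.39, adjusted p = 3.22e-06). GCSH3 fell in DAN3130 (-1.25, adjusted p = 0.000385) and not in JI63 (0.29, adjusted p = 0.346, called under 1 of 32 alternatives). In mature kernels 3 of the 4 were lower in DAN3130. None was called from DAP 24 to DAP 35 in DAN3130, and 1 rose in JI63. GCSH1 and GCSH4 had too few reads to test, and the locus of 10-FDF joins neighbouring genes.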

Coincidently, a total of 24 folate-related genes showed significant variation of expression between mutant and wild type, and 21 of them were also found in our WGCNA module analysis, including the key folate genes *ADCS*, *DHNA2*, *GGH*, *SHMT7-1*, *SHMT7-2,* and *GCST* (Tables S3 and S7) [68]. Similarly, studies in tomato and millet (*Setaria italica*) also demonstrated that folate accumulation in different cultivars was closely related to the genes involved in pteridine branch, ρ-ABA branch, folate degradation, and serine/THF/5-M-THF cycle, such as *SiDHNA2*, *SiGGH*, *SiSHMT2*, *SiSHMT3*, *SiMTHFR*, *SiAMT* (known as *GCST*), *SlDHNA*, and *SlADCS* [25,69].

In conclusion, the comparative transcriptome analysis in this study provides the complexity of folate metabolism and creates awareness of the interaction among metabolism mentation above during the futural maize breeding.

## 4. Materials and Methods

### 4.1. Plant Material and Folate Measurement

DAN3130 and JI63 inbred lines are originated from China, belonging to the NSS subpopulation, JI63 with pedigree being (127-32 × Tie84) × (Wei24 × Wei20) and DAN3130 with pedigree being American hybrid P78599 [70]. They were grown at Langfang, Hebei province, in the summer of 2018. Fresh kernel samples were collected 24 and 35 days after pollination and then frozen in liquid nitrogen immediately. Mature kernel samples were harvested after all the plants turned yellow. Three biological replicates of each stage were harvested. The folates exaction and measurement were repeated three times in each replicate. The methods of folate extraction and measurement were the same as in the previous study [53].

### 4.2. RNA Extraction and Library Preparation

The total RNA of DAP 24, DAP 35, and mature kernels were extracted using a BAIXU Maize Kernel Total RNA Extraction Kit (Beijing, China). To eliminate any residual genomic DNA, the total RNA was treated with RNase-free DNase I (New England Biolabs, Ipswich, MA, USA), and the concentration of RNA was determined using a Nanodrop-2000. The total RNA was used to synthesize first-strand complementary DNA (cDNA) using the RevertAid First Strand cDNA Synthesis kit (Fermentas, Waltham, MA, USA).

### 4.3. Raw Read Filtering and Assembly

RNA-Seq library preparation and sequencing were carried out by BEIJING BAIXU BIOTECH CO., LTD, Beijing, China. All libraries were sequenced using the Sanger method by Illumina 1.9 Platform. The adapters, low-quality reads, and the reads containing poly-N were removed to obtain clean reads. Then, the clean reads were mapped to the *Zea mays* B73 genome by using Hisat software (v2.1.0, http://daehwankimlab.github.io/hisat2/, accessed on 10 November 2019) with setting non-strand-specific and other default parameters. Afterwards, the clean reads were assembled using Samtools software (http://www.htslib.org/, accessed on 14 November 2019), Cufflink software (v2.2.1, http://cole-trapnell-lab.github.io/cufflinks/, accessed on 14 November 2019) and Cuffcompare software (v2.2.1, http://cole-trapnell-lab.github.io/cufflinks/cuffcompare/, accessed on 14 November 2019).

### 4.4. Gene Annotation and DEG Analysis

The sequences were aligned to *Zea mays* B73 genome v4.40 (data download from: ftp://ftp.ensemblgenomes.org/pub/plants/release-40/gtf/zea_mays/Zea_mays.AGPv4.40.chr.gtf.gz Accessed date: 10 February 2020). Genes were annotated based on the maize B73 genome v4.40 annotation in Ensemblgenomes (data download from: ftp://ftp.ensemblgenomes.org/pub/plants/release-40/gff3/zea_mays/Zea_mays.AGPv4.40.chr.gff3.gz Accessed date: 10 February 2020). The rest of the unmatched transcripts were annotated using Trinotate software (v3.2.0, https://rnabio.org/module-07-trinotate/0007/02/01/Trinotate/ Accessed date: 29 March 2020, including TransDecoder v5.5.0, HMMER v3.1b2, Blast v2.9.0, SignalP v4.1, TMHMM v2.0c, and RNAmmer v1.2), Uniprot database (https://www.uniprot.org/ Accessed date: 29 March 2020), and NCBI RefSeq non-redundant proteins databases (data download from ftp://ftp.ncbi.nlm.nih.gov/blast/db/FASTA/nr.gz Accessed date: 29 March 2020). Htseq-count software (v0.11.2) was used for counting reads, and DESeq-2 software was used for standardization and DEG analysis. The FPKM (Fragments Per Kilobase of exon model per Million mapped reads) of each gene was calculated according to its length and the mapped read numbers. |Log2FC (Fold Change)| ≥ 1 and *p*-value <0.05 were used as the threshold to screen DEGs.

### 4.5. Bioinformatics Analysis

GO (GO, http://www.geneontology.org/ Accessed date: 21 April 2020) and functional enrichment analysis were conducted on all DEGs using Agrigod(v2) software (http://systemsbiology.cau.edu.cn/agriGOv2/index.php Accessed date: 21 April 2020). Then, all DEGs were mapped to a pathway in the KEGG database (http://www.genome.jp/kegg/pathway.html Accessed date: 21 April 2020) using KOBAS 3.0 software (http://kobas.cbi.pku.edu.cn/kobas3 Accessed date: 21 April 2020). The *p*-value was set as ≤ 0.05 as the threshold to judge the significance of the GO and KEGG pathway enrichment analyses. Gene co-expression networks were performed using the WGCNA package in the R software. The steps were followed as below: https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/Tutorials/ Accessed date: 5 May 2021 [71]. A total of 13955 genes were filtered by mean expression (mean normalized counts > 10) and then log-transformed using log2(x + 1) for WGCNA analysis.

### 4.6. Real-Time Quantitative PCR Analysis

qPCR was performed in ABI QuantStudio 6 real-time PCR system using TransStart Top Green qPCR SuperMix (TransGen Biotech, Beijing, China). The cDNAs were made from three samples, and all reactions were performed in quadruplicate. PCR conditions were as follows: 95 °C for 30 s, 40 cycles of 95 °C for 5 s, and 60 °C for 34 s. The primers of selected genes for qPCR are listed in Table S8. *GAPDH* (*Zm00001d049641* encodes the glyceraldehyde-3-phosphate dehydrogenase) was used as the reference gene to normalize the target gene expression, which was calculated using the relative quantization method (2^−ΔΔ^CT).

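In the sequencing counts GAPDH stood at 12394 ± 3311 in mature DAN3130 and 24999 ± 1596 in mature JI63 (log2 fold change -1.04, adjusted p = 0.0021, called under 30 of 32 alternatives). On DAP 35 it was also lower in DAN3130 (-0.66, adjusted p = 0.0472, called under 13 of 33 alternatives), and on DAP 24 no difference was called (-0.16, adjusted p = 0.712). No change toward maturity was called (0.15, adjusted p = 0.605 in DAN3130, 0.54, adjusted p = 0.0681, called under 4 of 32 alternatives in JI63). Scaled to equal totals, the mature difference is -0.55 and loses its call (0.0649, 0.000316 to 0.293 over the alternatives). A reference gene lower in mature DAN3130 would raise the relative expression computed there.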

## 5. Conclusions

Two maize inbred lines, DAN3130 and JI63, showed significant folate variation and different folate accumulation patterns during the late stage of kernel formation, indicating the complexity of mechanism of folate metabolism. The results demonstrated that the folate development-specific variation from DAP 24 to mature kernels might be regulated by the circumjacent pathways of folate biosynthesis such as pyruvate metabolism, glutamate metabolism, and glycine/serine metabolism, as well as by genes belonging to the GNAT-transcription factor family and histone-lysine *N*-methyltransferase family. Genes involved in the two branches of folate biosynthesis, serine/THF/5-M-THF cycle and conversion of THF monoglutamate into THF polyglutamate, could affect the folate levels between different lines. The results provide insight into the mechanism of folate accumulation and will help the futural breeding work of folate biofortification.

## Figures and Tables

**Figure 1:**
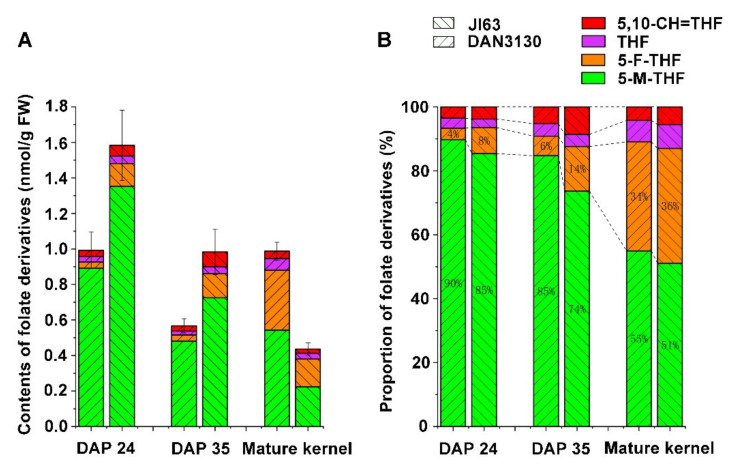
Folate profiling of maize kernel during late stages of development. (**A**) contents of folate derivatives on DAP 24, DAP 35, and mature kernels in DAN3130 and JI63. (**B**) the proportion of different folate derivatives. DAP, the day after pollination; 5-M-THF, 5-methyl-tetrahydrofolate; 5-F-THF, 5-formyl-tetrahydrofolate; 5,10-CH=THF, 5,10-methylene-tetrahydrofolate; THF, tetrahydrofolate.

**Figure 2:**
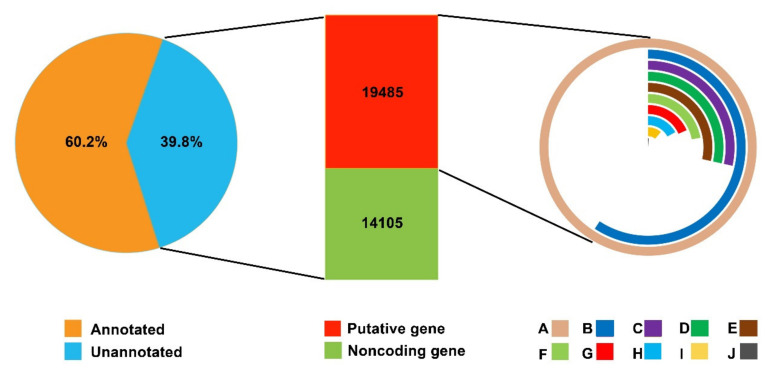
RNA-seq analysis of two inbred lines and annotation source. A: total numbers of genes; B: homologous analysis of DNA sequence (nr); C: SignalP prediction; D: TMHMM prediction; E: amino acid sequence prediction; F: homologous analysis of amino acid sequence; G: homologous analysis of DNA sequence (UniProt); H: PFAM prediction; I: homologous analysis of amino acid sequence (UniProt); J: RNA MMER identification.

**Figure 3:**
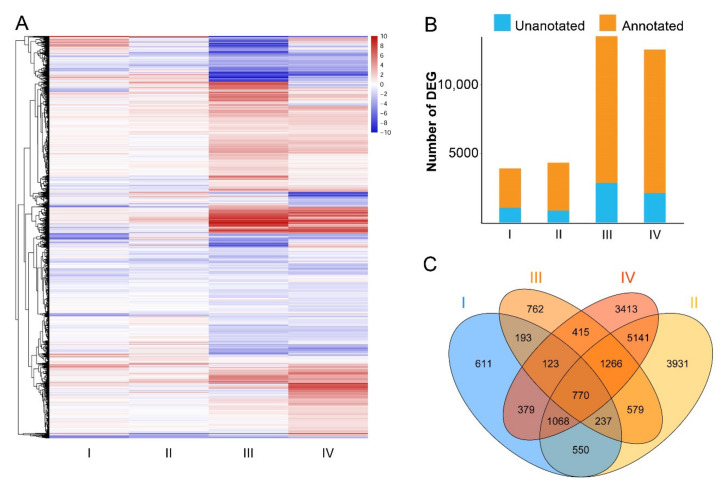
Screening of DEGs in development-specific variation; (**A**) heatmap of DEGs in comparison between different stages; (**B**) number of DEGs in comparison between different stages; (**C**) Venn diagram of unique and common DEGs in comparison between different stages. I, DAN3130 DAP 24 versus DAP 35; II, JI63 DAP 24 versus DAP 35; III, DAN3130 DAP 35 versus mature kernel; IV, JI63 DAP 35 versus mature kernel.

**Figure 4:**
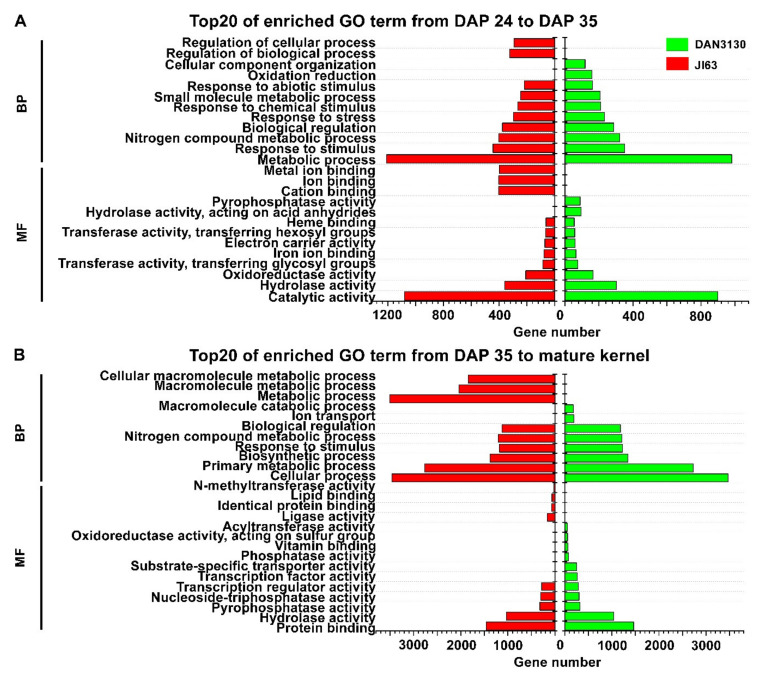
Bioinformatics analysis of DEGs in development-specific variation. (**A**) GO function analysis of DEGs during DAP 24 to DAP 35; (**B**) GO function analysis of DEGs during DAP 35 to mature kernel. MF, molecular function; BP, biological process.

**Figure 5:**
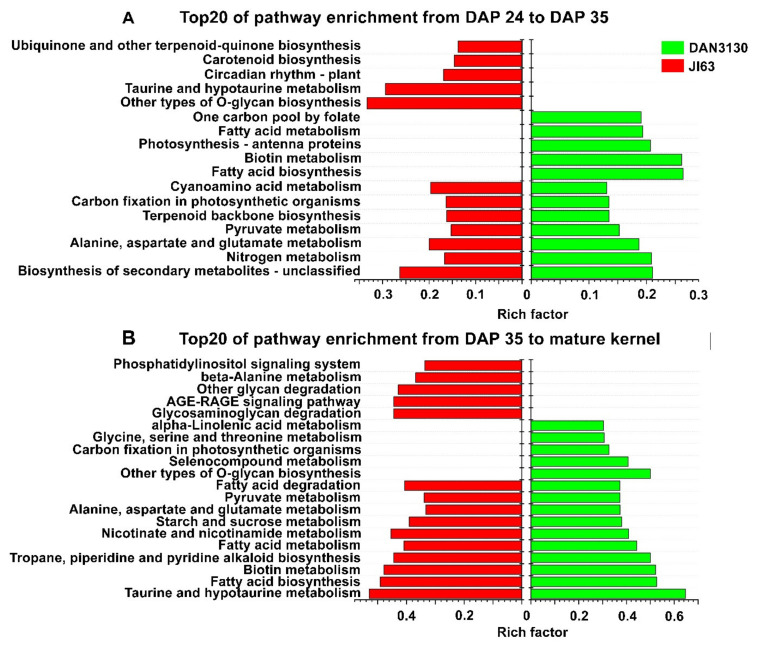
Bioinformatics analysis of DEGs in development-specific variation. (**A**) KEGG enrichment of DEGs during DAP 24 to DAP 35; (**B**) KEGG enrichment of DEGs during DAP 35 to mature kernel.

**Figure 6:**
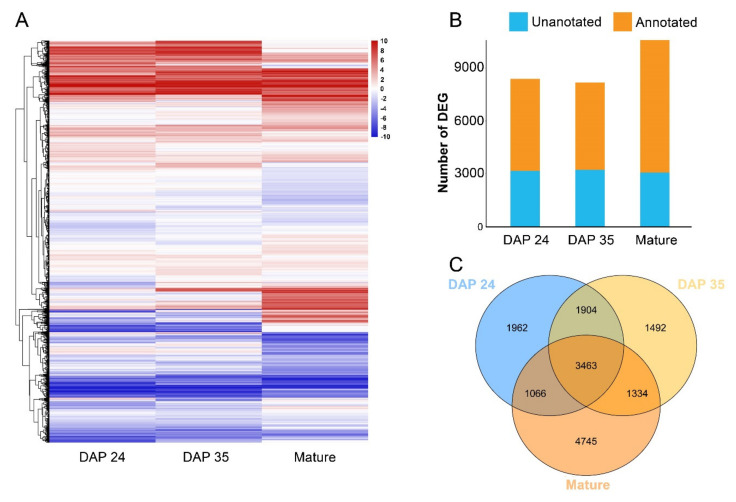
Screening of DEGs in the inbred-specific variation; (**A**) Heatmap of DEGs in comparison between line DAN3130 and JI63 on DAP 24, DAP 35, and mature kernels; (**B**) Number of DEGs in comparison between line DAN3130 and JI63 on DAP 24, DAP 35, and mature kernels; (**C**) Venn diagram of unique and common DEGs in the comparison between line DAN3130 and JI63 on DAP 24, DAP 35, and mature kernels.

**Figure 7:**
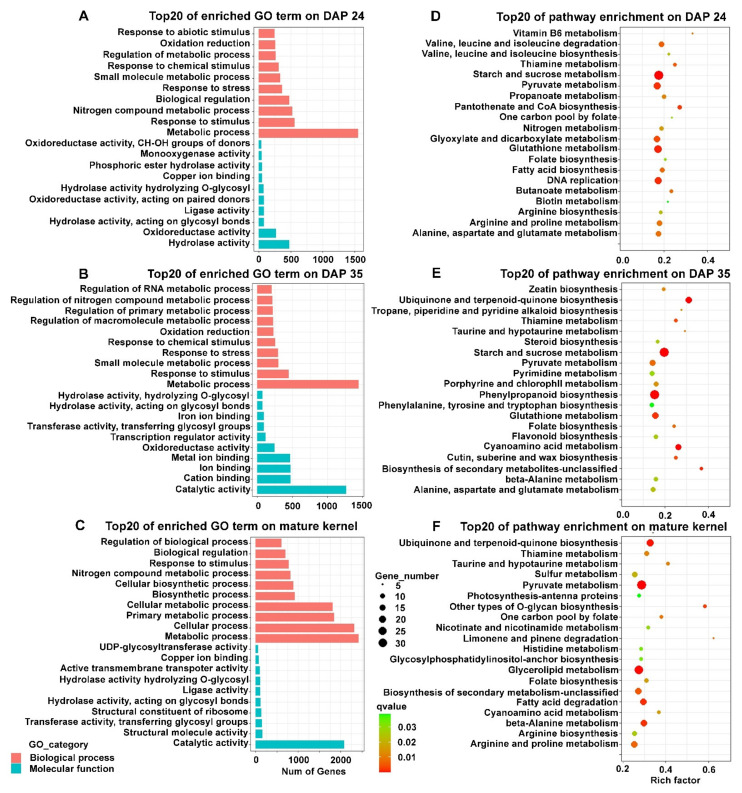
Bioinformatics analysis of DEGs in inbred-specific variation. (**A**–**C**) GO function analysis of DEGs on DAP 24, DAP 35, and mature kernel; (**D**–**F**) KEGG enrichment of DEGs on DAP 24, DAP 35, and mature kernel.

**Figure 8:**
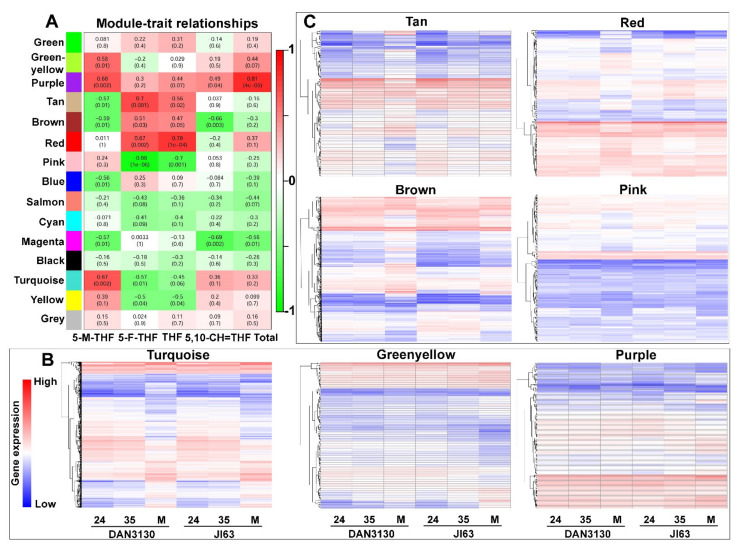
WGCNA analysis of kernel formation. (**A**) Heatmap of the correlation between modules and folate derivatives (each cell contained the correlation coefficient and corresponding *p*-value). (**B**) Gene expression trends of modules related to 5-M-THF; (**C**) Gene expression trends of modules related to 5-F-THF; 24, DAP 24; 35, DAP 35; M, mature kernel.

**Figure 9:**
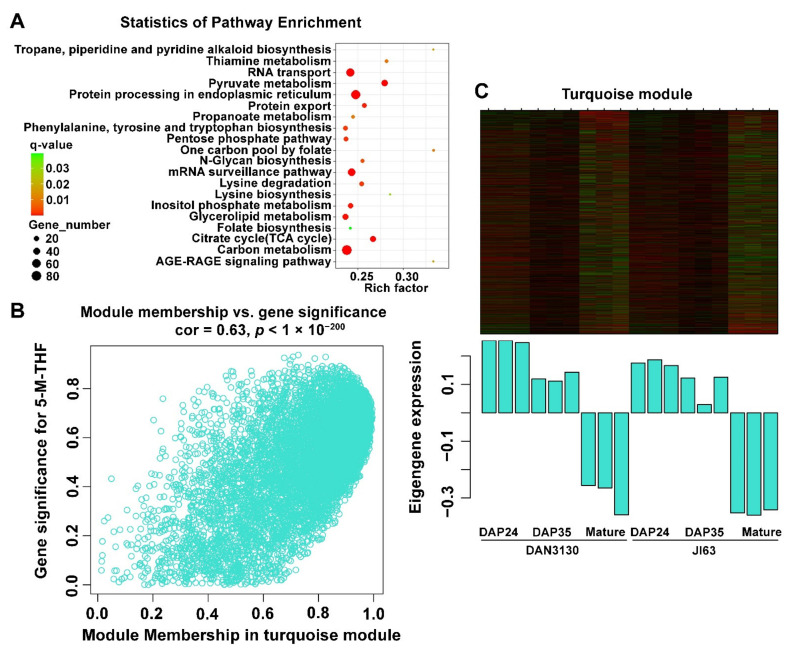
Bioinformatic analysis of the turquoise module. (**A**) KEGG enrichment of genes in the turquoise module; (**B**) The gene significance for 5-M-THF in the turquoise module (one dot represents one gene in the turquoise module); (**C**) Expression pattern of the genes and eigengenes of the turquoise module.

**Figure 10:**
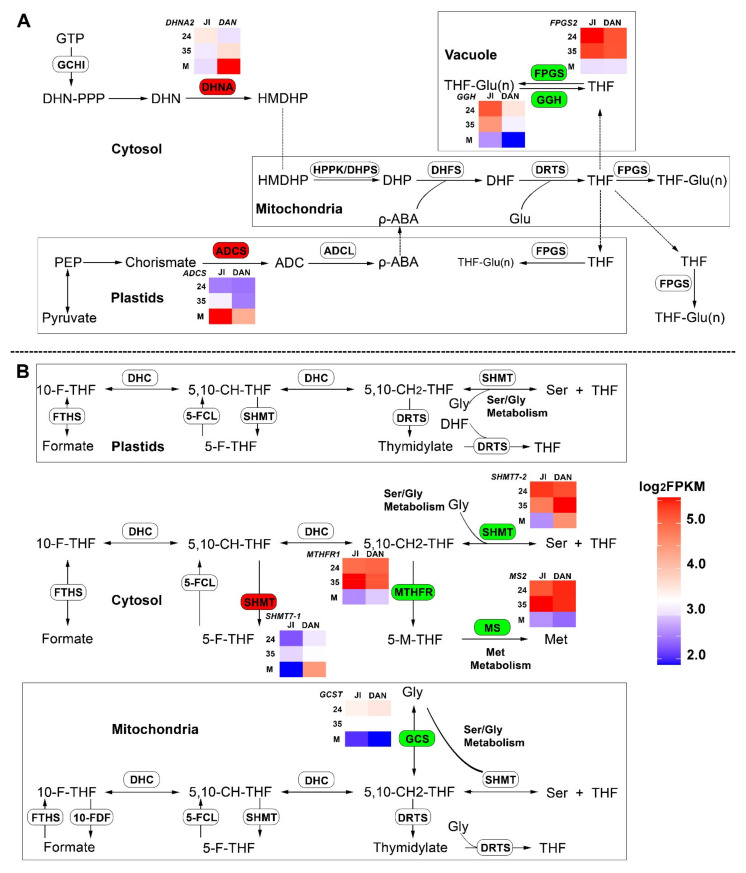
Schematic representation of the folate and one-carbon metabolic reactions in plants. (**A**) Folate biosynthesis pathway; (**B**) One-carbon metabolism pathway. Green, gene shows positive correlation with 5-M-THF; Red, gene shows positive correlation with 5-F-THF. The panel of heatmaps show the gene expression variation. JI, JI63; DAN, DAN3130; 24, DAP 24; 35, DAP35; M, mature kernel. Chemical compounds: ADC: Aminodeoxychorismate; DHF: Dihydrofolate; DHN: Dihydroneopterin; DHP: Dihydropteroate; GTP: Guanosine-5’-triphosphate; HMDHP: 6-Hydroxymethyldihydropterin; PEP: Phosphoenolpyruvate; ρ-ABA: Para-aminobenzoate; THF: Tetrahydrofolate; THF-Glu(*n*): Tetrahydrofolate polyglutamate; 5,10-CH-THF: 5,10-methynyl-THF; 5,10-CH=THF: 5,10-methylene-THF; 10-F-THF: 10-Formyl tetrahydrofolate; Ser: Serine; Gly: Glycine; Met: Methionine. Enzymes: DHC: 5,10-Methenyl-THF cyclohydrolase/5,10-methylene-THF dehydrogenase; DHFS: Dihydrofolate synthase; DHNA: Dihydroneopterin aldolase; DRTS: Dihydrofolate reductase-thymidylate synthase; FPGS: Folylpolyglutamate synthetase; FTHS: 10-Formyltetrahydrofolate synthetase; GCHI: GTP cyclohydrolase I; GCS: Glycine cleavage system; GGH: γ-Glutamyl hydrolase; HPPK/DHPS: Pyrophosphokinase/dihydropteroate synthase; MS: Methionine synthase; MTHFR: Methylenetetrahydrofolate reductase; SHMT: Serine hydroxymethyltransferase; 5-FCL: 5-formyl THF cycloligase; 10-FDF: 10-formyl THF deformylase.

## Data Availability

The raw data were uploaded and deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession number: GSE195815.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms23031708/s1.

# Supplementary material for: Comparative Transcriptome Analysis Reveals Mechanisms of Folate Accumulation in Maize Grains
**Source:** Int J Mol Sci. 2022 Feb 1;23(3):1708. doi: 10.3390/ijms23031708
**Supplement:** Supplementary file 1

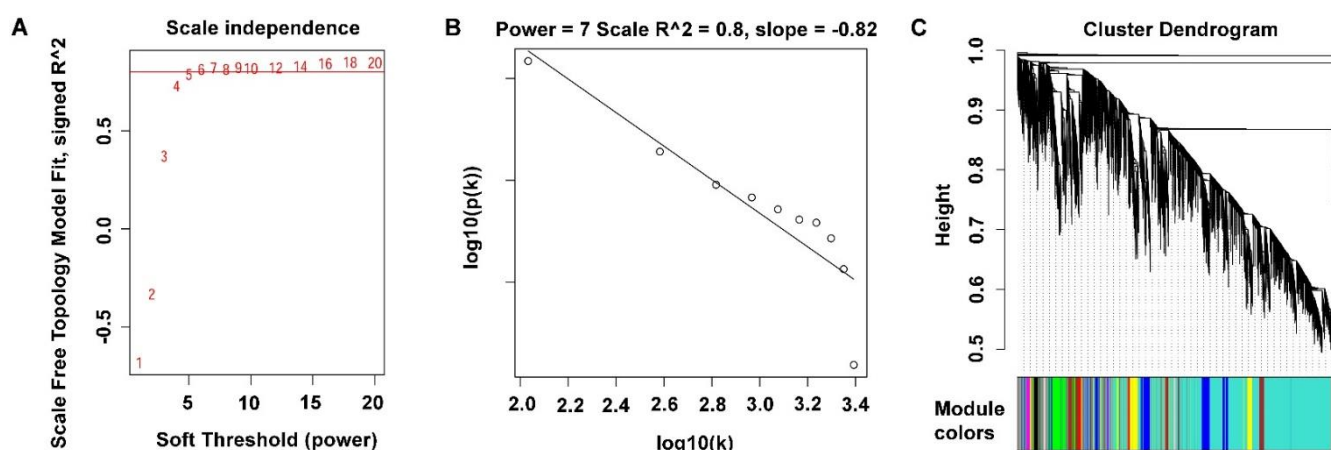

Figure S1. WGCNA analysis. A. Soft-thresholding power analysis; B. Scale free topology when soft-thresholding power $\beta = 7$; C. Clustering dendrogram of genes, with dissimilarity based on the topological overlap, together with assigned module colors.

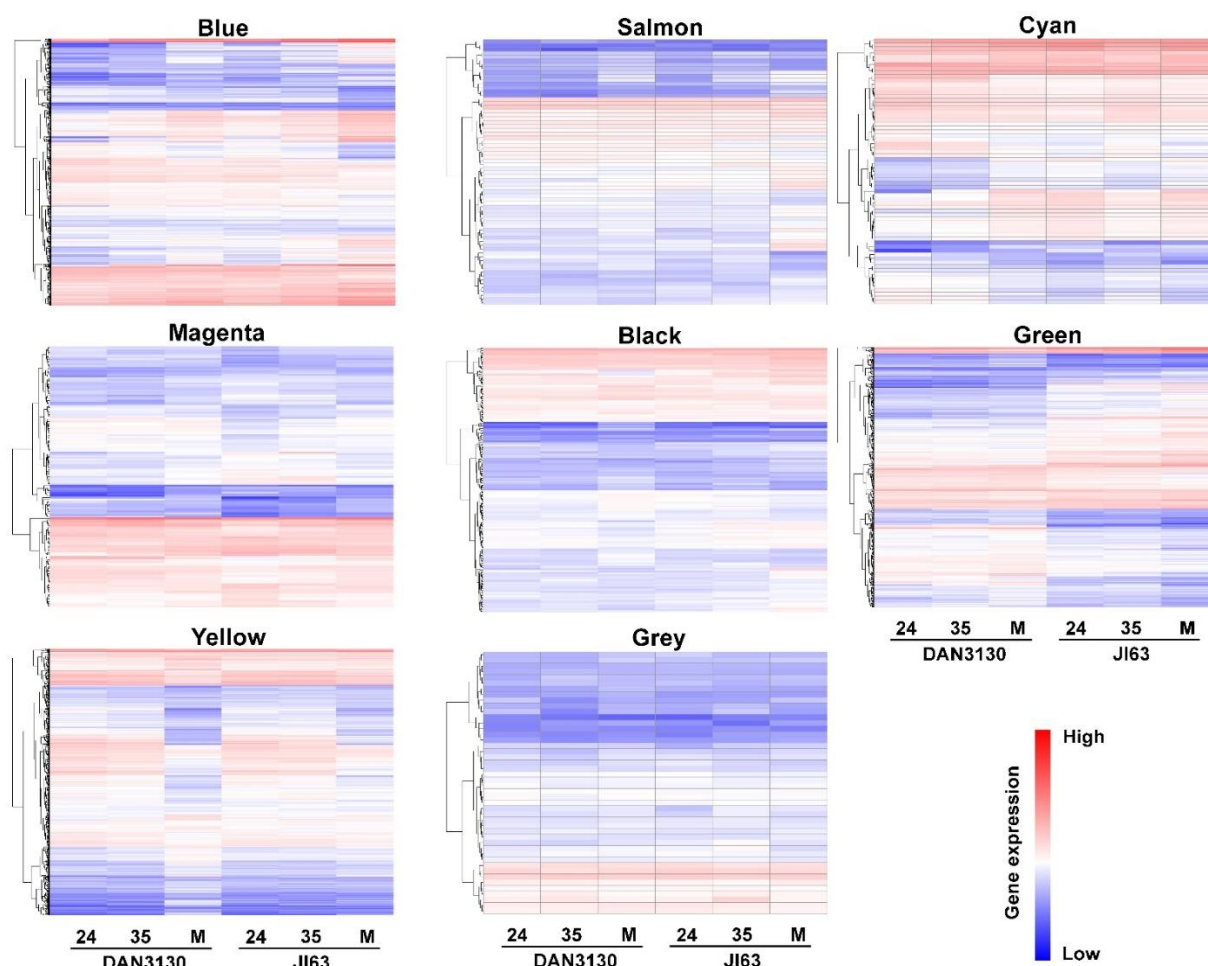

Figure S2. The gene expression heatmap of modules, which has no correlation with folate, from WGCNA results.

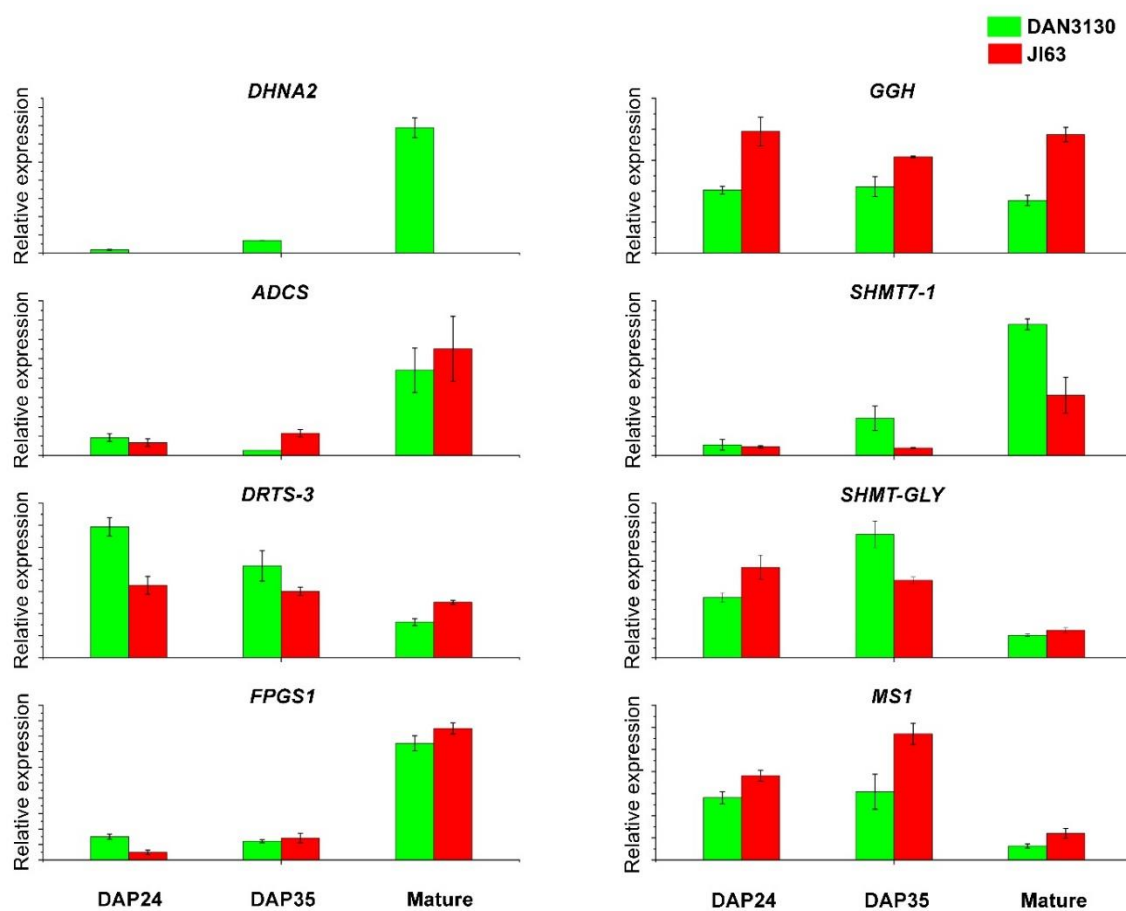

Figure S3. qPCR verification of representative DEGs from the folate metabolism pathway.

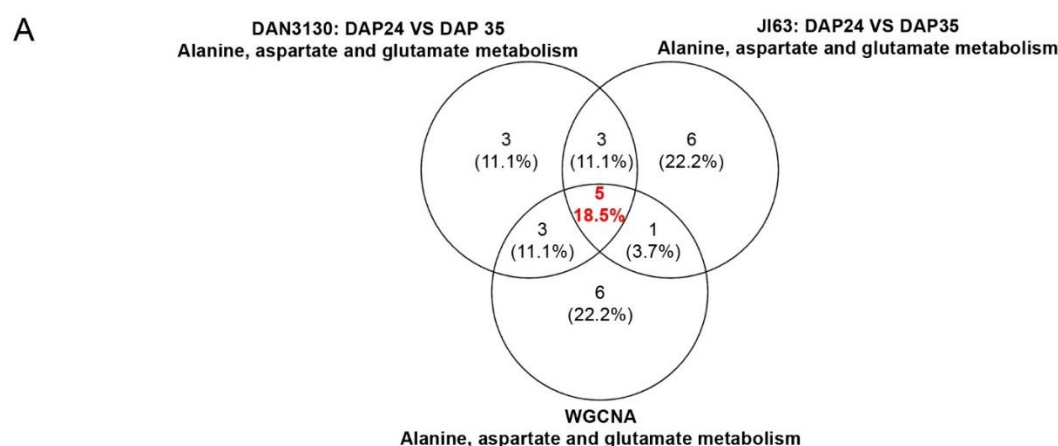

B FPKM value of five common genes in alanine, aspartate and glutamate metabolism pathway

Gene	Description	DAN3130			Jl63		
		DAP 24	DAP 35	Matural kernel	DAP 24	DAP 35	Matural kernel
<i>Zm00001d044608</i>	Asparagine synthetase 2	33.88±7.37	235.40±36.28	453.36±140.30	61.68±9.85	217.41±37.32	373.29±14.96
<i>Zm00001d028750</i>	Asparagine synthetase 3	3.47±1.51	8.30±9.49	83.87±19.03	4.83±1.46	19.34±2.19	154.75±22.47
<i>Zm00001d031749</i>	Glutamate decarboxylase	28.09±0.49	115.13±11.43	276.49±85.74	56.77±3.52	235.72±44.64	494.40±41.46
<i>Zm00001d051804</i>	Glutamine synthetase5	4.43±0.24	11.18±2.35	26.75±4.31	7.72±1.27	17.93±5.61	29.09±8.15
<i>Zm00001d010197</i>	Glutamine 5-phosphoribosylpyrophosphate amidotransferase	4.52±0.90	11.26±0.54	115.59±45.78	4.75±1.63	14.38±6.91	120.32±4.62

Figure S4. The Venn diagram of common genes in glutamate metabolism. A. The Venn diagram of common genes in glutamate metabolism in alanine/aspartate/glutamate metabolism from development-variation analysis and WGCNA analysis. B. The FPKM value of five common genes in alanine/aspartate/glutamate metabolism.

Table S1. Folate profiling of maize kernel during late stages of development.

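Table S1 states immature kernels per fresh weight and mature kernels per dry weight. The relations of genes with folate given for this data set were therefore computed over the 12 immature libraries alone, with each library given the mean of its line and stage.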

Folate Derivatives	DAP 24 (nmol/g FW)		DAP 35 (nmol/g FW)		Mature Kernel (nmol/g DW)	
	DAN3130	Jl63	DAN3130	Jl63	DAN3130	Jl63
5-M-THF	0.89 ± 0.08	1.35±0.15	0.48±0.03	0.72±0.08	0.54±0.02	0.22±0.02
5-F-THF	0.04±0.01	0.12±0.02	0.03±0.01	0.16±0.01	0.34±0.02	0.16±0.001
THF	0.03±0.005	0.04±0.01	0.02±0.002	0.04±0.007	0.07±0.004	0.03±0.004
5,10-CH=THF	0.03±0.003	0.06±0.01	0.03±0.005	0.08±0.001	0.04±0.005	0.02±0.005

Table S2. Overview of transcriptome sequencing data.

Sample ID	Rep	Clean Reads	Q20 Bases	Q30 Bases	GC Content	Mapping Reads	Mapped Reads	Mapping Ratio
							with Unique Loci	
DAN3130 DAP 24	1	74,987,086	95.05%	88.88%	51.51%	64,521,241	54,258,276	86.04%
	2	174,991,970	95.04%	88.88%	51.24%	149,238,661	123,619,968	85.28%
	3	48,358,824	93.64%	87.34%	45.67%	36,727,718	30,061,383	75.95%
DAN3130 DAP 35	1	46,343,382	92.68%	86.46%	46.32%	31,747,792	26,817,158	68.51%
	2	44,861,502	93.64%	87.37%	47.87%	33,448,957	27,666,652	74.56%
	3	87,136,232	94.91%	89.10%	51.86%	71,739,096	60,279,115	82.33%
DAN3130 Mature kernels	1	43,319,674	93.62%	87.93%	48.30%	31,086,099	17,759,180	71.76%
	2	76,918,438	92.27%	85.37%	46.30%	52,517,640	17,921,475	68.28%
	3	117,938,336	96.78%	92.45%	59.38%	94,704,697	56,161,081	80.30%
Jl63 DAP 24	1	90,251,840	94.90%	89.11%	50.23%	72,548,253	63,163,421	80.38%
	2	46,572,962	93.29%	87.92%	43.57%	31,705,696	26,162,933	68.08%
	3	153,045,578	93.29%	86.88%	46.12%	109,131,672	91,159,663	71.31%
Jl63 DAP 35	1	236,947,674	94.58%	88.46%	52.47%	191,990,396	172,220,593	81.03%
	2	71,881,146	93.60%	86.93%	58.45%	51,008,354	47,576,576	70.96%

Jl63 Mature kernel	3	175,373,372	94.87%	89.08%	50.63%	140,232,312	126,527,577	79.96%
	1	73,863,982	96.16%	91.10%	60.54%	57,660,477	30,866,985	78.06%
	2	64,518,056	96.64%	92.33%	58.13%	50,827,949	30,464,526	78.78%
	3	70,535,482	95.86%	90.55%	60.11%	53,851,285	29,096,977	76.35%

Table S3. Folate metabolism genes in concerned modules.

Gene	ID	M.C.	S.L.	MM	p.MM	5-M-THF		5-F-THF		THF		5,10-CH=THF		Total	
						GS	p.GS	GS	p.GS	GS	p.GS	GS	p.GS	GS	p.GS
ADCS	Zm00001d036484	turquoise	C	-0.929	2.46E-08	-0.676	2.09E-03	0.491	3.87E-02	0.335	1.74E-01	-0.324	1.89E-01	-0.375	1.25E-01
ADCL1	Zm00001d029231	green	O	-0.820	3.07E-05	0.158	5.31E-01	-0.415	8.68E-02	-0.506	3.21E-02	0.307	2.16E-01	-0.070	7.82E-01
ADCL2	Zm00001d039264	turquoise	O	-0.415	8.71E-02	-0.474	4.69E-02	-0.272	2.75E-01	-0.272	2.74E-01	-0.550	1.80E-02	-0.608	7.45E-03
GCHI-1	Zm00001d001959	blue	O	0.838	1.40E-05	-0.771	1.82E-04	0.352	1.52E-01	0.102	6.87E-01	-0.044	8.62E-01	-0.528	2.44E-02
GCHI-2	Zm00001d026531	blue	O	0.777	1.51E-04	-0.235	3.48E-01	-0.147	5.61E-01	-0.185	4.63E-01	0.138	5.86E-01	-0.290	2.44E-01
DHNA1	Zm00001d031979	turquoise	O	-0.865	3.53E-06	-0.608	7.40E-03	0.252	3.13E-01	0.227	3.65E-01	-0.458	5.57E-02	-0.443	6.57E-02
DHNA2	Zm00001d031995	turquoise	O	-0.604	7.95E-03	-0.242	3.33E-01	0.627	5.35E-03	0.667	2.48E-03	-0.102	6.88E-01	0.116	6.48E-01
HPPK/DHPS	Zm00001d021338	turquoise	O/M	0.823	2.78E-05	0.399	1.01E-01	-0.333	1.77E-01	-0.337	1.72E-01	0.363	1.39E-01	0.202	4.23E-01
DHFS1	Zm00001d023817	blue	M	-0.166	5.10E-01	0.078	7.57E-01	0.035	8.90E-01	0.222	3.76E-01	-0.270	2.78E-01	0.086	7.33E-01
DHFS2	Zm00001d041625	magenta	M	-0.555	1.68E-02	0.551	1.77E-02	-0.233	3.53E-01	0.033	8.97E-01	0.222	3.76E-01	0.401	9.87E-02
DRTS3	Zm00001d007318	turquoise	O	0.848	8.69E-06	0.406	9.42E-02	-0.516	2.84E-02	-0.463	5.29E-02	0.303	2.21E-01	0.109	6.67E-01
DRTS4	Zm00001d049188	turquoise	M	0.668	2.44E-03	0.436	7.03E-02	-0.698	1.26E-03	-0.630	5.06E-03	0.187	4.57E-01	0.032	8.99E-01
FPGS1	Zm00001d032529	turquoise	C/O	-0.743	4.14E-04	-0.745	3.92E-04	0.436	7.04E-02	0.308	2.14E-01	-0.357	1.46E-01	-0.468	5.02E-02
FPGS2	Zm00001d048514	brown	O	-0.847	9.25E-06	0.618	6.30E-03	-0.633	4.81E-03	-0.563	1.49E-02	0.469	4.98E-02	0.247	3.22E-01
GGH	Zm00001d010744	brown	SP	-0.927	3.18E-08	0.554	1.71E-02	-0.412	8.91E-02	-0.419	8.39E-02	0.551	1.78E-02	0.309	2.12E-01
GCSP	Zm00001d023437	turquoise	O	0.828	2.24E-05	0.437	6.96E-02	-0.841	1.21E-05	-0.774	1.62E-04	0.265	2.88E-01	-0.041	8.72E-01
GCST	Zm00001d002258	turquoise	M	0.787	1.05E-04	0.520	2.71E-02	-0.823	2.73E-05	-0.696	1.34E-03	0.216	3.90E-01	0.045	8.59E-01
GCSH2	Zm00001d015378	turquoise	M	0.827	2.28E-05	0.411	8.98E-02	-0.705	1.09E-03	-0.698	1.29E-03	0.285	2.51E-01	0.008	9.75E-01
SHMT-GLY1	Zm00001d049234	turquoise	C	0.757	2.76E-04	0.378	1.22E-01	-0.858	5.41E-06	-0.821	2.95E-05	0.214	3.94E-01	-0.108	6.71E-01
SHMT7-1	Zm00001d042661	brown	O	0.818	3.30E-05	-0.526	2.49E-02	0.639	4.34E-03	0.569	1.37E-02	-0.241	3.35E-01	-0.150	5.54E-01
SHMT7-2	Zm00001d012247	blue	O	-0.847	9.15E-06	0.541	2.04E-02	-0.057	8.24E-01	0.059	8.15E-01	0.306	2.17E-01	0.485	4.15E-02
MTHFR1	Zm00001d034602	turquoise	O	0.931	2.05E-08	0.540	2.07E-02	-0.537	2.17E-02	-0.483	4.25E-02	0.534	2.25E-02	0.231	3.56E-01
MS1	Zm00001d031129	turquoise	O	0.846	9.90E-06	0.384	1.16E-01	-0.673	2.19E-03	-0.642	4.09E-03	0.363	1.39E-01	0.005	9.85E-01
MS2	Zm00001d013644	turquoise	O	0.934	1.44E-08	0.500	3.47E-02	-0.705	1.07E-03	-0.665	2.61E-03	0.368	1.33E-01	0.094	7.11E-01
DHC1	Zm00001d005614	turquoise	O/M	-0.865	3.51E-06	-0.836	1.53E-05	0.276	2.68E-01	0.059	8.16E-01	-0.464	5.26E-02	-0.648	3.63E-03
DHC2	Zm00001d010867	blue	O	0.939	8.08E-09	-0.547	1.88E-02	0.198	4.30E-01	0.076	7.64E-01	-0.022	9.30E-01	-0.399	1.01E-01
DHC3	Zm00001d053900	turquoise	C	0.589	1.00E-02	0.024	9.24E-01	-0.773	1.69E-04	-0.778	1.42E-04	-0.066	7.95E-01	-0.401	9.93E-02

5-FCL-1	Zm00001d00667<br>6	greenyellow<br>w	C	-0.710	9.70E-04	-0.188	4.54E-01	0.145	5.65E-01	0.032	9.00E-01	0.289	2.45E-01	-0.085	7.39E-01
5-FCL-2	Zm00001d02353<br>4	brown	C	0.645	3.82E-03	-0.161	5.22E-01	0.245	3.28E-01	0.301	2.25E-01	-0.478	4.50E-02	-0.035	8.89E-01
FTHS	Zm00001d02066<br>9	cyan	O	0.793	8.50E-05	-0.036	8.86E-01	-0.278	2.65E-01	-0.195	4.38E-01	-0.028	9.13E-01	-0.181	4.71E-01

MM: module membership; p.MM: p-value of module membership; GS: gene significance; p.GS p-value of gene significance. M.C.: module color; S.L.: subcellular localization by TargetP 2.0; M: mitochondrial transit peptide, C: chloroplast transit peptide, SP: signal peptide, O: other.

Table S4. Hub genes in purple, tan, red and pink module.

Module	Gene ID	Annotation	Function
Purple	Zm00001d049830	Nascent polypeptide-associated complex subunit alpha-like protein 3	Unfolded protein binding
	Zm00001d037376	Early nodulin-like protein 7	Electron transfer activity
	Zm00001d035201	60S acidic ribosomal protein P0	Large ribosomal subunit / rRNA binding
	Zm00001d003127	60S ribosomal protein L23a-1	rRNA binding
Tan	Zm00001d033850	Tubulin alpha chain	GTPase activity
	Zm00001d048584	Thioesterase family protein, mRNA	Acyl-CoA hydrolase activity
	Zm00001d019510	Folate/biopterin transporter family protein	Transport
	Zm00001d052905	Squamosa promoter-binding protein-like (SBP domain) transcription factor	DNA binding / metal ion binding
Red	Zm00001d038776	Putative mitochondrial-processing peptidase subunit alpha-2	Metal ion binding
	Zm00001d028307	Putative inactive poly [ADP-ribose] polymerase SRO1	NAD+ ADP-ribosyltransferase activity
	Zm00001d007009	DNAJ heat shock N-terminal domain-containing protein	Stress response
	Zm00001d042475	Putative thimet oligopeptidase	Metal ion binding
Pink	Zm00001d038272	Beta-glucosidase	beta-glucosidase activity
	Zm00001d022611	La-related protein 1C	RNA binding
	Zm00001d033726	Putative serine/threonine protein kinase IREH1	Protein serine/threonine kinase activity
	Zm00001d037972	60S ribosomal protein L29	Structural constituent of ribosome
	Zm00001d039211	Notchless-like protein isoform 1	Ribosomal large subunit assembly
	Zm00001d046996	Tubulin beta chain	GTPase activity

Table S5. The FPKM value of folate genes identified by WGCNA analysis.

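For the genes of Table S5, 154 log2 ratios between groups were computed from its FPKM means and from the deposited normalized counts. On the deposited scale 36 differ by more than the larger of their 2 errors, which combine the relative spreads of the 2 groups, and 4 of these differ in sign. Another 11 have opposite signs within that margin. With totals set equal none differs, and with equal upper quartiles 39 do. FPKM divides by the library total, and the normalized totals of mature libraries are larger than those of immature ones, so the scales part only where mature kernels enter.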

Gene	DAP 24		DAP 35		Mature Kernel	
	DAN3130	JI63	DAN3130	JI63	DAN3130	JI63
ADCS	5.39±0.69	5.61±0.78	5.56±1.05	8.32±2.66	12.13±3.29	18.64±4.79
ADCL2	26.92±0.73*	16.05±4.01*	25.30±2.25	23.57±12.32	17.39±9.70	21.05±4.27
GCH-1	19.05±0.39	24.20±3.71	46.71±9.19	60.07±4.60	41.40±13.85	44.18±3.58
DHNA1	14.50±1.32	13.38±3.95	18.26±0.72	15.47±3.74	26.08±8.83	19.70±1.71
DHNA2	6.09±2.32	12.09±7.61	13.99±2.30**	6.87±1.07**	118.57±52.95*	5.72±0.56*
DRTS3	24.82±1.97*	17.07±2.59*	18.90±2.00	21.56±5.99	7.65±2.12	5.78±1.94
DRTS4	22.13±2.98	21.95±2.25	16.22±3.87	20.03±6.01	6.06±1.29	8.86±1.74
FPGS1	7.05±0.35**	2.40±0.32**	3.97±0.32*	7.20±1.83*	9.43±3.61	7.37±1.36
FPGS2	35.29±1.46**	46.43±2.97**	34.96±6.70	39.21±10.93	6.99±3.21	6.84±2.20
GGH	10.18±2.02**	20.82±3.68**	8.25±1.27*	15.53±3.43*	2.67±1.40	5.14±1.90
GCSP	32.94±2.32	20.59±3.39	18.63±3.28	29.94±0.92	0.79±0.29	3.08±0.48
GCST	10.15±0.69	9.51±1.52	8.74±1.63	8.83±1.08	2.43±0.27	2.87±0.22
GCSH2	62.70±6.70	61.08±7.50	77.92±9.45	64.71±10.62	10.36±10.12	10.91±3.06
SHMT-GLY1	66.25±4.43	83.02±17.49	98.71±4.32	79.73±13.00	14.09±3.03*	21.58±2.08*
SHMT7-1	8.15±1.49*	5.04±1.26*	8.72±0.78	7.70±0.71	12.77±3.44*	4.09±0.40*
SHMT7-2	22.84±1.40	24.62±2.82	26.81±3.19*	18.55±2.20*	16.62±6.01*	4.90±0.74*
MTHFR1	42.65±3.50	38.89±7.28	46.46±3.05	66.41±17.36	5.32±1.62	2.71±0.31
MS1	0.19±0.1*	2.91±0.68*	0.84±0.35	0.71±0.11	3.18±2.80	2.08±0.23
MS2	71.04±7.90	53.13±10.36	70.30±5.78	78.50±19.02	1.53±0.51*	2.58±0.23*
DHC1	12.52±1.42	10.65±0.73	16.27±1.06	15.85±1.99	16.33±5.49	20.03±1.41
DHC2	38.73±1.28*	60.69±7.93*	58.62±4.45	102.51±20.11	64.53±9.72	81.86±10.98
DHC3	23.24±1.67*	15.64±2.94*	25.44±1.97	21.67±3.27	7.33±0.69	8.89±2.25

*: T-test value less than 0.05; **: T-test value less than 0.01.

Table S6. DEGs related to folate metabolism in *ppdk* mutant and wild type (from the published transcriptome data of Zhang *et al.*, 2018) [67].

Gene	ID	HL_WT_Base	HL_homo_Base	Ratio of homo/WT	HL_WT_4cm	HL_homo_4cm	Ratio of homo/WT
ADCL2	Zm00001d039264	0.42	0.24	0.57	0.21	0.13	0.62
GCH-1	Zm00001d001959	0.72	0.81	1.13	0.78	2.12	2.72

DHNA1	Zm00001d031979	0.56	0.37	0.66	0.18	0.49	2.72
DHNA2	Zm00001d031995	0.41	0.59	1.44	0.28	0.47	1.68
GCSP	Zm00001d023437	4.14	4.59	1.11	17.07	14.17	0.83
GCST	Zm00001d002258	9.44	9.86	1.04	21.58	4.51	0.21
GCSH1	Zm00001d023699	2.98	5.47	1.84	19.85	11.54	0.58
SHMT-GLY1	Zm00001d049234	9.97	8.52	0.85	3.11	1.46	0.47
SHMT7-1	Zm00001d042661	0.31	0.48	1.55	0.37	1.31	3.54

HL, high light; WT, wild type; homo, homozygous mutant; Tissue was collected from leaf three at 9 DAP 3 h into the light period from sections: base (1 cm above the leaf three ligule); 4 cm (4 cm above the leaf two ligule); RPKM (reads per kilobase per million mapped reads) was used to estimate the expression level of individual genes.

Table S7. FPKM of genes related to folate metabolism in *o2o2o16o16* mutant and the wild type (from the published transcriptome data from Wang *et al.*, 2019) [68].

Gene	ID	CML530_18DAP_A	CML530_18DAP_B	QCL8011_2_18DAP_A	QCL8011_2_18DAP_B	Ratio of Average QCL8011/CML530
ADCS	Zm00001d036484	3.23	3.8	1.38*	1.03*	0.35
ADCL1	Zm00001d029231	11.88	12.97	8.31*	5.83*	0.57
GCH-2	Zm00001d026531	1.04	0.92	2.27**	2.03**	2.20
DHNA2	Zm00001d031995	7.96	7.54	32.63	25.79	3.77
HPPK/DHPS	Zm00001d021338	10.14	11.81	4.12**	2.83**	0.32
DHFS1	Zm00001d023817	2.78	2.72	5.52**	5.4**	1.99
DHFS2	Zm00001d041625	4.33	4.78	8.49*	7.1*	1.72
DRTS4	Zm00001d049188	14.63	16.45	6.3**	5.83**	0.39
GGH	Zm00001d010744	30.41	33.03	11.71	17.03	0.45
GCSP	Zm00001d023437	25.1	23.3	6.37**	6.63**	0.27
GCST	Zm00001d002258	16.98	17.92	23.92**	23.85**	1.37
GCSH2	Zm00001d015378	51.54	49.76	95.06	123.71	2.16
GCSH3	Zm00001d053800	54.67	51.8	238.49**	261.89**	4.70
GCSH4	Zm00001d048974	0.34	0.47	4.09**	5.43**	12.06
SHMT-GLY1	Zm00001d049234	126.9	122.74	191.25**	198.73**	1.56
SHMT7-1	Zm00001d042661	10.84	12.34	2.48**	1.75**	0.18
SHMT7-2	Zm00001d012247	12.16	14.26	3.49**	2.89**	0.24
MS1	Zm00001d031128	287.42	291.19	326.88	363.5	1.19
MS3	Zm00001d033480	18.91	19.93	24.75**	25.91**	1.31
DHC1	Zm00001d005614	6.5	7.89	17.57**	20.43**	2.67
DHC2	Zm00001d010867	33.38	33.2	83.95*	61.97*	2.19
DHC3	Zm00001d053900	17.11	17.38	33.64**	38.66**	2.10
FTHS	Zm00001d020669	43.31	45.36	51.63*	51.24*	0.35
10-FDF	Zm00001d048550	2.09	2.37	0.75*	0.19*	0.57

CML530, wild type; QCL8011, mutant *o2o2o16o16*; 18DAP, 18 days after pollination; A,B, two replicates; FPKM (fragments per kilobase per million mapped reads) was used to estimate the expression level of individual genes. *, t-test value less than 0.05; **, t-test value less than 0.01.

Table S8. Primers used for qPCR.

Gene Abbreviation	Forward Primer Sequences (5'-3')	Reverse Primer Sequences (5'-3')
GAPDH	CCCTTCATCACCGGACTAC	AACCTTCTTGGCACCACCTT
DHNA2	CGCCTGGATAGACCTCGC	GAGGCTTGCCAACCTTCACT
ADCS	CTTGTGAGTCAGATGATAGCCGAG	AATCTGTCTTCCGTGATGAGTAGC
DRTS-3	CATGTTGAGGACTGGAGGAGC	CATCTCTATCTTCTGGTGGGGGTC
FPGS1	GAGAGGCAAGGCCATTGAAACAG	GTAGCGTGGGCAAACCATCTTGAC
GGH	CAACGAGCCCCGAAGACCGC	GCTCAAAGCCAAGACATTGGGC
SHMT7-1	GCGACATGGCACATATCAGTGGG	GCCAGCAATATGATTATTATGGGGCC
SHMT-GLY1	CTGCTCTGCGACATGGCGCAC	CATGCCAGCCCTTGGCCCTC
MS1	GATCCAGGACACCAACCCAGATC	CTCCTCGAAACGAAAAAGGC

How the deposited data were processed for this re-analysis (not part of the article)

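The expression table deposited by the authors was used, as DESeq-normalized counts per locus for 18 libraries. Before that, the authors aligned reads to the B73 genome with HISAT2 2.1.0, without strand information, assembled transcripts with Cufflinks and Cuffcompare, counted reads per locus with HTSeq 0.11.2, and scaled the counts with size factors from DESeq2. The kind of library preparation is not given in the sources used here. The table holds 77704 loci and 26258 intron entries. The introns were kept out of the tests of genes. In every column all values are whole multiples of a single step within 0.1% of the value, so the authors' signal was turned back into counts of reads, which edgeR and DESeq2 need. Raw reads were not used here.

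Each library's line and stage came from the labels of its deposited column, matched to the sample records. Replicates carry library codes, which are not shared between groups, so no pairing was made. Reads in loci were, for DAN3130, 31820934, 73050254 and 16464529 on DAP 24 (replicates 8, 10 and 11), 17652781, 17989966 and 41144691 on DAP 35 (12, 13 and 14), and 11891237, 9428728 and 37739888 at maturity (33, 34 and 35). For JI63 they were 43675709, 15496827 and 53361494 on DAP 24 (22, 24 and 25), 133264978, 35571187 and 99210224 on DAP 35 (26, 27 and 29), and 20496405, 21412278 and 19237248 at maturity (39, 40 and 41).

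The main test was limma 3.58.1 in R 4.3.3, with empirical Bayes and a mean-variance trend, on log2 of the deposited signal plus a pseudocount of 1. It was fitted to 6 groups over the 29191 loci with a mean above 10. Comparison I is DAN3130 from DAP 24 to DAP 35 and II the same in JI63. Comparison III is DAN3130 from DAP 35 to maturity and IV the same in JI63. At each stage the lines were compared as DAN3130 minus JI63. A DEG has a log2 fold change of at least 1 in size and an unadjusted p under 0.05, the limits the paper gives. Single genes and lists were called at a Benjamini-Hochberg adjusted p under 0.05, over all tested loci or over the lists tested. Differences between the lines in a stage change were tested as II minus I and IV minus III.

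Genes were named by a rule set in advance. It takes every gene to which the paper or its supplement gives an identifier, and for each of the 7 comparisons the 5 named genes with the largest change each way among those with a mean of at least 100, an adjusted p under 0.05 and no overlap between groups. Expression values that the supplement prints for some of these genes had been seen. Members of the lists quoted as examples, such as pyruvate decarboxylase3 or shrunken2, were chosen after their values were seen. Not overlapping between 3 and 3 libraries happens by chance for 10% of genes. Where a group had no reads, the fold is a lower bound against 3 reads over the group. Such bounds cover counting error only.

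Of 20 lists, 5 hold genes the paper names and 15 were built from words in the gene names of the file. The 16 with at least 5 tested members went through limma's camera with a preset correlation of 0.01, and again with the correlation estimated. The list of ribosomal RNA and organelle transcripts matched no tested locus by name. The list of fungal sequences matched only maize genes named after a fungus, and 1 of its 2 tested loci fell toward maturity in each line. The lists of Figure S4 and of hub genes were chosen by the study on these libraries.

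Folate relations used the group means of Table S1 for the 12 immature libraries, 34 genes and 5 folate measures, with 1e+05 permutations per relation and adjustment over 170 relations.

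The alternatives set before the data were examined were a pseudocount of 0.5 or 5, no filter, a mean above 1, a fit of only the groups compared, adjusted in place of unadjusted p, no trend, libraries set to equal totals or equal upper quartiles, edgeR 4.0.16 quasi-likelihood with TMM, DESeq2 1.42.0, leaving out each library, and camera with an estimated correlation. For the number of filtered loci they were a median above 10 and at least 10 in at least 3 libraries, and for the folate relations leaving out the 2 farthest libraries and using group means. Chosen after seeing the data were annotated loci only, introns included, reads thinned to 9428728 per library, a variance for each group, only the 12 immature libraries, and DESeq2 with no filter.

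The tests were checked on simulated data. With no change, the test gave DEGs at 0.994% of loci in comparison I and 13.8% in III, and 1 and 682 loci passed an adjusted p of 0.05. In III 3761 of 3988 such loci pointed lower. With true 8-fold changes it called 47.0% and 50.0% at an adjusted p of 0.05. The spread of mature libraries was pooled over the lines in these simulated reads. It is wider in DAN3130 (residual SD 1.97) than in JI63 (1.19), so the excess may be understated for III. Calls in mature DAN3130 should be read with this excess in mind.

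Modules, GO terms, KEGG pathways and qPCR were not analysed here. Folate measurements were used only as printed in Table S1. A few items are not reported here.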

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

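Of the tests in this part, thinning the reads and comparing scalings for the direction of change toward maturity were chosen only after that result was seen.

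Change toward maturity differed between the lines for several folate genes, given as the change in JI63 minus that in DAN3130 on the log2 scale. Called in limma and whichever library is left out were DHNA2, -2.77 (adjusted p = 0.0105, 0.000162 to 0.147 over the alternatives), ADCL1, 1.46 (adjusted p = 0.0167, 0.000392 to 0.164 over the alternatives), GCSP, 1.78 (adjusted p = 0.0111, 0.000381 to 0.0556 over the alternatives), SHMT-GLY1, 1.43 (adjusted p = 0.00748, 0.000682 to 0.0447 over the alternatives), MTHFR1, -0.94 (adjusted p = 0.00919, 0.00128 to 0.138 over the alternatives), MS2, 1.15 (adjusted p = 0.012, 0.00226 to 0.228 over the alternatives), and GCSH3, 1.54 (adjusted p = 0.00602, 0.000401 to 0.111 over the alternatives). SHMT7-1 gave -0.96 (adjusted p = 0.0211, 0.00333 to 0.267 over the alternatives) and loses its call without DAN3130 DAP 35 replicate 14. DHC1, 0.87 (adjusted p = 0.0456, 0.00139 to 0.476 over the alternatives), is lost without 17 of 18 libraries, and MS3, 1.77 (adjusted p = 0.0489, 0.00593 to 0.158 over the alternatives), without 15. From DAP 24 to DAP 35, FPGS1 rose in JI63, a difference from DAN3130 of 2.35 (adjusted p = 0.00206, 1.3e-10 to 0.0114 over the alternatives), kept under every alternative. Its fall in DAN3130 (log2 fold change -0.79, adjusted p = 0.0445, called under 14 of 33 alternatives) is weak and is lost without any of 12 libraries.

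Hub genes differed in the same way. Toward maturity the difference was 2.25 (adjusted p = 8.16e-05, 9.91e-11 to 0.0109 over the alternatives) for tubulin alpha chain, 1.36 (adjusted p = 0.000238, 3.23e-11 to 0.0271 over the alternatives) for the SBP domain transcription factor, and 1.58 (adjusted p = 0.00366, 0.000164 to 0.034 over the alternatives) for 60S acidic ribosomal protein P0. It was 1.35 (adjusted p = 0.00444, 0.000398 to 0.0816 over the alternatives) for 60S ribosomal protein L23a-1 and 1.30 (adjusted p = 0.00679, 0.00108 to 0.0532 over the alternatives) for nascent polypeptide-associated complex subunit alpha-like protein 3. Mitochondrial-processing peptidase subunit alpha-2 gave 1.21 (adjusted p = 0.00477, 0.000294 to 0.161 over the alternatives). Early nodulin-like protein 7, 2.93 (adjusted p = 0.0427, 0.00799 to 0.196 over the alternatives), is lost without 13 libraries. Poly [ADP-ribose] polymerase SRO1 differed from DAP 24 to DAP 35, -2.29 (adjusted p = 0.0116, 1.6e-05 to 0.0362 over the alternatives).

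By camera, lists that differed were late embryogenesis abundant proteins and dehydrins (adjusted p = 0.000113) and heat shock proteins (1.77e-10) from DAP 24 to DAP 35, each 0.033 with an estimated correlation. Toward maturity they were hub genes (0.0243), pyruvate metabolism (0.0489) and ribosomal proteins (0.0489), each 0.168 with an estimated correlation and up to 0.266, 0.306 and 0.306 with totals set equal. The last 3 are weak.

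More loci were lower than higher in mature kernels. Thinned to equal depth, at most 37.8% of DEGs were higher, and over 4 other scalings at most 43.7%. Without the 100 loci of highest mean, and with the rest set to equal totals, the share was 30.4% in DAN3130 and 23.3% in JI63. These argue against depth, scaling and a few dominant loci as the whole source. The last shares lie above those of all loci with totals set equal, so on that scale the 100 loci account for part of the imbalance. In arithmetic means the higher share was 45.6% in DAN3130 and 40.9% in JI63, so the larger spread of mature libraries on the log scale may explain part of the imbalance in DAN3130, and this cannot be told from these data.

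Intron entries took 3.12% of the counts in mature DAN3130 (SD 2.21, 1.61, 5.66 and 2.08 in replicates 33, 34 and 35, so that replicate 34 raises the mean) and 2.41% in mature JI63 (SD 0.639), against 0.748% and 0.735% on DAP 24. If genomic DNA were the source, mature libraries should show more loci at equal depth. Each showed at least 1179 fewer than any immature library of its line. This does not settle it. The 100 loci of highest count took 39.2% and 46.1% of counts in mature kernels (DAN3130, JI63), 22.0% and 22.6% on DAP 24. Fewer loci would thus be seen with or without DNA. Replicate 34 also had the highest shares of all libraries for loci without an identifier (10.2%) and organelles (0.0898%). In mature JI63 neither share exceeded that on DAP 24 (2.67% against 3.62%, 0.0108% against 0.015%).

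Exchanging libraries between groups tested chance. For the 7 comparisons, 10 splits cannot give a share under 0.05, and in each the true grouping was the only 1 of 10 as large. In fits of only the 6 libraries of each comparison, which give other numbers than the fit of all 18, the true and highest other numbers of DEGs were 4461 and 896 (I), 5172 and 761 (II), 10645 and 561 (III), 13087 and 666 (IV), 9647 and 430 (lines on DAP 24), 8694 and 619 (DAP 35), and 6472 and 753 (mature). For the common sets, in the fit of all 18, 1 split of 100, the true one, was as large: 605 against 140 and 3210 against 490. This argues against a chance division of the libraries. The other splits mix libraries of different stages or lines. They do not test whether lists with real but unrelated changes would share as many loci. For differences between lines in a stage change the exchange decides nothing, because unequal exchanges at the 2 stages turn a constant difference between the lines into a difference of stage change. Of 100 splits 10 gave at least the 690 of II minus I, up to 9238, and 7 at least the 4032 of IV minus III, up to 11819. Apart from the true one, each of these exchanged at least 2 libraries more at 1 stage than at the other. Splits with equal exchanges gave at most 0 and 49.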

How the results depend on the processing

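Settings marked added were chosen only after the results were seen, namely annotated loci, introns, thinned reads, a variance for each group, the 12 immature libraries and DESeq2 with no filter. No paired analysis was possible because the columns carry library codes and no shared replicate numbers. Except where an alternative changes only what is counted, the cause was not tested.

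The filter decides how many loci are counted. With a mean above 1, comparison I has 6023 DEGs, II 6156, the lines on DAP 24 14471 and on DAP 35 13669, and with no filter 6583, 7142, 15572 and 14965. The share of higher loci in I then drops from 61.46% to 42.57% and 39.56%. With adjusted p, I has 1474, II 1901 and the set common to I to IV 254. Among annotated loci (added) the lines differ at 4871 on DAP 24 and 4618 on DAP 35, with 1845 common to the 3 stages.

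Pooling of the variance matters too. A variance for each group (added) gives 5564 DEGs in I and 5467 in II. The 12 immature libraries (added) give 5197 in I. A fit of only the mature libraries gives 6472 between the lines.

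Loci whose change differs between the lines number 690 for II minus I and 4032 for IV minus III. For II minus I a mean above 1 gives 1361, no filter 1847, only the groups compared 4516, DESeq2 1871, and of the added settings a variance for each group 4296, the 12 immature libraries 4516 and DESeq2 with no filter 1617. For IV minus III only the groups compared gives 2020, edgeR 1921, annotated loci (added) 2598 and a variance for each group (added) 1340.

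Leaving out 1 library gives 2851 to 3950 in I, 2964 to 4116 in II, 13136 to 15053 in III and 11601 to 13855 in IV. Between the lines it gives 6746 to 8171, 6786 to 8144 and 10478 to 13184. The common sets range over 476 to 690 and 2983 to 3444. II minus I drops to 277 without DAN3130 DAP 24 replicate 8, 305 without 10 and 361 without 11, to 347 without DAN3130 DAP 35 replicate 12 and 436 without 13. It drops to 377, 349 and 371 without JI63 DAP 24 replicate 22, 24 or 25, and to 333 and 320 without JI63 DAP 35 replicate 26 or 29. It rises to 1156, 1497 and 1153 without DAN3130 mature kernel replicate 33, 34 or 35. IV minus III ranges from 2765 without JI63 DAP 35 replicate 29 to 7376 without DAN3130 mature kernel replicate 35.

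Of genes called in IV on the deposited scale or with equal totals, setting totals equal reverses 4: DHFS2 to -0.93 (adjusted p = 0.0267), SHMT7-1 to -0.88 (0.0048), DHC2 to -0.29 (0.184) and GCSH3 to -0.66 (0.0298). Among others that change sign without a call on either scale are GCHI-1 (0.53 to -0.42, adjusted p = 0.0618 and 0.129) and DHNA2 (0.72 to -0.23, 0.227 and 0.695). Equal totals gives 3847 higher and 11416 lower loci in III, 2385 and 12809 in IV, and 6272 and 4928 between mature lines, against 4464 and 6517 on the deposited scale. The median log2 change goes from -0.43 to -0.86 in III, from -0.36 to -1.17 in IV and from -0.13 to 0.16 between mature lines. Equal upper quartiles give -0.33 in III and DESeq2 -0.04.

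Of 174 called results of the paper's genes, differences between lines in a stage change included, 88 are called under every setting and 128 whichever library is left out. A variance for each group loses 35 calls and adds 79, equal totals 35 and 17, only the groups compared 38 and 59, edgeR 16 and 3, DESeq2 2 and 29. Within the 7 comparisons, the number of single-gene calls is 155 and lies between 140 and 173 without 1 library. The number of list calls is 23, lies between 19 and 26 without 1 library, and is 5 with an estimated correlation. Of the folate relations 30 are called with all immature libraries, and 16 without the 2 farthest.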

Differences from the paper's values

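No setting in this part was chosen after the comparison with the paper, except annotated loci only and DESeq2 with no filter, which were added after the data were seen.

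The paper gives 13955 genes with a mean normalized count above 10, and the deposited table holds 29191 such loci. Neither alternative set before the data were examined reaches the paper's number: 22946 by median and 34943 with at least 10 in at least 3 libraries. Among annotated loci (added later) 22647 remain. How the authors reached theirs is not stated.

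The numbers of DEGs lie within 1.5 times those of the paper. The paper gives 3931, 4345, 13542 and 12575 for I to IV and 8395, 8193 and 10608 between the lines. DESeq2 on the recovered reads gave 3964, 4363, 13704, 12994, 8304, 8093 and 10826. These lie nearer to the paper than the main fit except in IV, where the main fit gave 12933. For the common sets the paper gives 770 and 3463, against 605 and 3210 here and 785 and 3688 with DESeq2.

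Table S5 prints FPKM means, which share out each library's total, while the deposited counts use size factors. Of 154 log2 ratios computed from both, 36 differ on the deposited scale and none with totals set equal, a scale planned before the data were examined. Equal upper quartiles, also planned, leave 32 of the 36 different, and remove the differences of GCST, MTHFR1, MS2 and DHC1 between mature lines. The ratios that differ are the following. From DAP 35 to maturity in DAN3130: ADCS 1.13 in the paper, 1.61 here and 1.16 with equal totals, DRTS3 -1.30 in the paper, -0.82 here and -1.27 with equal totals, DRTS4 -1.42 in the paper, -0.93 here and -1.39 with equal totals. GCST -1.85 in the paper, -1.31 here and -1.81 with equal totals, SHMT-GLY1 -2.81 in the paper, -2.25 here and -2.77 with equal totals, SHMT7-1 0.55 in the paper, 1.03 here and 0.59 with equal totals. MTHFR1 -3.13 in the paper, -2.66 here and -3.09 with equal totals, DHC2 0.14 in the paper, 0.68 here and 0.18 with equal totals, DHC3 -1.80 in the paper, -1.28 here and -1.75 with equal totals.

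From DAP 35 to maturity in JI63: ADCS 1.16 in the paper, 2.16 here and 1.19 with equal totals, GCHI-1 -0.44 in the paper, 0.55 here and -0.42 with equal totals, DHNA1 0.35 in the paper, 1.29 here and 0.37 with equal totals. DHNA2 -0.26 in the paper, 0.69 here and -0.24 with equal totals, DRTS3 -1.90 in the paper, -0.86 here and -1.87 with equal totals, DRTS4 -1.18 in the paper, -0.17 here and -1.15 with equal totals. FPGS1 0.03 in the paper, 1.03 here and 0.06 with equal totals, FPGS2 -2.52 in the paper, -1.51 here and -2.49 with equal totals, GGH -1.60 in the paper, -0.63 here and -1.57 with equal totals. GCSP -3.28 in the paper, -2.32 here and -3.26 with equal totals, GCST -1.62 in the paper, -0.66 here and -1.59 with equal totals, GCSH2 -2.57 in the paper, -1.59 here and -2.54 with equal totals. SHMT-GLY1 -1.89 in the paper, -0.89 here and -1.86 with equal totals, SHMT7-1 -0.91 in the paper, 0.07 here and -0.89 with equal totals, SHMT7-2 -1.92 in the paper, -0.93 here and -1.89 with equal totals. MTHFR1 -4.62 in the paper, -3.62 here and -4.59 with equal totals, MS1 1.55 in the paper, 2.52 here and 1.59 with equal totals, MS2 -4.93 in the paper, -3.91 here and -4.90 with equal totals. DHC1 0.34 in the paper, 1.32 here and 0.36 with equal totals, DHC2 -0.32 in the paper, 0.63 here and -0.30 with equal totals, DHC3 -1.29 in the paper, -0.28 here and -1.26 with equal totals.

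Between mature lines: DRTS4 -0.55 in the paper, -1.04 here and -0.54 with equal totals, GCST -0.24 in the paper, -0.69 here and -0.23 with equal totals, SHMT7-1 1.64 in the paper, 1.13 here and 1.65 with equal totals. MTHFR1 0.97 in the paper, 0.45 here and 0.99 with equal totals, MS2 -0.75 in the paper, -1.28 here and -0.74 with equal totals, DHC1 -0.29 in the paper, -0.80 here and -0.28 with equal totals.

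The paper states that GCST, SHMT7-2, MTHFR1, MS2, GGH and FPGS2 consistently fell from DAP 35 to maturity. Here 9 of 12 results are called lower. SHMT7-2 in DAN3130 (-0.25, adjusted p = 0.296) and GCST (-0.64, 0.0542) and GGH (-0.67, 0.063) in JI63 are not. Equal totals calls all 3 (0.0233, 1.63e-05 and 0.00119). For GCST DESeq2 (0.0324) and annotated loci (added, 0.0475) do too.

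The paper states that FPGS2 was significantly higher in JI63 on DAP 24. The direction is the same here (-0.44, adjusted p = 0.292) without a call. A fit of only the groups compared (0.00184) calls it, and of the added settings a variance for each group (0.00949) and the 12 immature libraries (0.0332).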

Other observations

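The test of the stage of JI63 in this part was written before its result was seen, and no test here was chosen afterwards.

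In DAN3130 heat shock genes rose between DAP 24 and DAP 35, and in JI63 they were already high on DAP 24. Heat shock protein26 went from 58.5 ± 14.4 to 1381 ± 153 in DAN3130 and from 830.2 ± 392 to 1874 ± 732 in JI63, and heat shock protein18c from 144 ± 24.2 to 1179 ± 535 and from 3575 ± 1116 to 1309 ± 1227. Of 8 tested loci, 7 rose in DAN3130 (camera, adjusted p = 6.32e-10, 0.0395 with an estimated correlation) and none in JI63, where 1 fell (0.447, called under 1 of 33 alternatives). On DAP 24, 7 of 8 were lower in DAN3130 (0.000101, 0.295 with an estimated correlation). Dehydrin1 rose from 4670.2 ± 1119 to 118546 ± 30024 in DAN3130 and from 23746 ± 6516 to 101056 ± 35137 in JI63, and lea protein group3 from 2806 ± 102 to 46089 ± 6509.5 and from 15214 ± 4238 to 52858 ± 14674. Late embryogenesis abundant proteins and dehydrins rose as a list in DAN3130, 4 of 6 (1.78e-08, 0.00366 with an estimated correlation), and in JI63, 3 of 6 (0.0194, 0.116 with it).

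JI63 may be further along in maturation on DAP 24. A score of 3297 genes higher and 5300 lower in mature kernels of both lines, without the heat shock genes, was 0.591 higher in JI63 on DAP 24 (-0.919 ± 0.048 against -1.511 ± 0.037). On DAP 35 it was -0.216 ± 0.281 against -0.552 ± 0.108, and at maturity the lines were level at 5.317 ± 0.124 and 5.361 ± 0.164. Every JI63 library on DAP 24 was above every DAN3130 library, which fits this reading. Stress before harvest is another reading, and whether it would raise this score was not tested. A single library as the source of the heat shock difference is argued against by camera, with a highest adjusted p of 3.49e-08 without 1 library. Under equal totals and equal upper quartiles the higher adjusted p of camera was 2.77e-10. That cannot decide on scaling, because camera compares a list with the other loci and a scaling moves all loci of a library alike. Kernels sampled by water content in place of days would separate the 2 readings.

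Starch genes fell as a list in both lines before maturity. Between DAP 24 and DAP 35, 5 of 13 fell and 1 rose in JI63 (camera, adjusted p = 6.31e-05, 0.0322 with an estimated correlation) and 1 fell in DAN3130 (0.00548, 0.0627 with it). Brittle endosperm2 fell in JI63 from 91550.1 ± 3822 to 16651 ± 6880.0 (-2.54, adjusted p = 0.0013). The difference between the lines was not called for the list (0.178, 0.316 with an estimated correlation). Storage proteins gave 1 higher in DAN3130 (0.671) and 1 higher and 2 lower in JI63 (0.166, called under 4 of 33 alternatives) at this step.

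Loci the file names as non-coding RNA took 1.38 ± 0.708% of the counts in mature DAN3130, against 0.67 ± 0.106% in mature JI63 and 0.356 ± 0.0172% in DAN3130 on DAP 24. RNase_MRP rose toward maturity in DAN3130 to 11282 ± 14224, by 7.23 log2 units (adjusted p = 7.98e-05). Plant_SRP loci go both ways: 3 are among the largest rises to maturity in JI63 (7.45, 7.20 and 7.14), and between mature lines 1 is lower in DAN3130 (-9.10) while another has reads in DAN3130 and none in JI63.

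Some statements of the supplement differ from the text. Table S4 lists 4 hub genes each for the tan and red modules where the text counts 3 and 5. Tables S3 and S7 give different identifiers to MS1. In Table S3, 4 genes are marked brown, where the text counts 3. GAPDH, the reference of the qPCR, was lower in mature DAN3130 than in mature JI63 (-1.04, adjusted p = 0.0021).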
